# Frataxin deficiency shifts metabolism to promote reactive microglia via glucose catabolism

**DOI:** 10.26508/lsa.202402609

**Published:** 2024-04-17

**Authors:** Francesca Sciarretta, Fabio Zaccaria, Andrea Ninni, Veronica Ceci, Riccardo Turchi, Savina Apolloni, Martina Milani, Ilaria Della Valle, Marta Tiberi, Valerio Chiurchiù, Nadia D’Ambrosi, Silvia Pedretti, Nico Mitro, Cinzia Volontè, Susanna Amadio, Katia Aquilano, Daniele Lettieri-Barbato

## Abstract

Immunometabolism investigates the intricate relationship between the immune system and cellular metabolism. This study delves into the consequences of mitochondrial frataxin (FXN) depletion, the primary cause of Friedreich’s ataxia (FRDA), a debilitating neurodegenerative condition characterized by impaired coordination and muscle control. By using single-cell RNA sequencing, we have identified distinct cellular clusters within the cerebellum of an FRDA mouse model, emphasizing a significant loss in the homeostatic response of microglial cells lacking FXN. Remarkably, these microglia deficient in FXN display heightened reactive responses to inflammatory stimuli. Furthermore, our metabolomic analyses reveal a shift towards glycolysis and itaconate production in these cells. Remarkably, treatment with butyrate counteracts these immunometabolic changes, triggering an antioxidant response via the itaconate-Nrf2-GSH pathways and suppressing the expression of inflammatory genes. Furthermore, we identify Hcar2 (GPR109A) as a mediator involved in restoring the homeostasis of microglia without FXN. Motor function tests conducted on FRDA mice underscore the neuroprotective attributes of butyrate supplementation, enhancing neuromotor performance. In conclusion, our findings elucidate the role of disrupted homeostatic function in cerebellar microglia in the pathogenesis of FRDA. Moreover, they underscore the potential of butyrate to mitigate inflammatory gene expression, correct metabolic imbalances, and improve neuromotor capabilities in FRDA.

## Abstract (precis)

Frataxin depletion triggers reactive microglia with increase glucose catabolism. Butyrate treatment reinstates immunometabolic balance, potentially offering neuroprotection.

## Introduction

Mutations in the frataxin (FXN) gene play a critical role in the development of Friedreich’s ataxia (FRDA), a neurodegenerative disorder characterized by progressive muscle weakness and impaired coordination (Clark et al, 2018). In recent times, the significance of neuroinflammation in the context of neurodegenerative disorders has gained substantial recognition and emerging findings highlight a potential involvement of FXN loss in neuroinflammation (Apolloni et al, 2022). FXN deficiency has been shown to increase the production of pro-inflammatory cytokines, suggesting that FXN might be involved in regulating microglial responses (Hayashi et al, 2014; Shen et al, 2016; Khan et al, 2022). FXN is a mitochondrial protein, playing an essential role in the intricate process of iron–sulfur cluster assembly regulating mitochondrial electron transport chain (ETC) and aconitase activity. Loss of FXN has been suggested to disrupt mitochondrial oxidative capacity and cause mitochondrial ROS production (Al-Mahdawi et al, 2006; Anzovino et al, 2014). Aberrant mitochondrial metabolism and increased glycolytic flux are metabolic hallmarks of inflammatory macrophage/microglia activation (Jha et al, 2015; Sangineto et al, 2023). Although it is now well established that FXN takes center place in mitochondrial metabolism, the consequence of FXN loss in microglia cells are poorly explored yet. It has been reported that microbiota-derived short-chain fatty acid butyrate enhances oxidative metabolism and decouples Krebs cycle from glycolytic flux in immune cells (Bachem et al, 2019). Butyrate had a neuroprotective impact on mouse models of Parkinson’s disease, likely due to the downstream regulation of gut microbiota and inhibition of gut–brain axis inflammation (Guo et al, 2023). Butyrate reduces neuroinflammation and microglia activation in several experimental models of disease (Huuskonen et al, 2004; Wenzel et al, 2020; Caetano-Silva et al, 2023). Butyrate has been identified as a high-affinity ligand for the Gi-linked heterotrimeric guanine nucleotide-binding protein–coupled receptor (GPCR) hydroxycarboxylic acid receptor 2 (HCAR2) (Carretta et al, 2021), which is expressed in the brain and has been shown to modulate microglial actions in several neuroinflammatory diseases such as multiple sclerosis, Parkinson’s disease, and Alzheimer’s disease (Offermanns, 2014; Moutinho et al, 2022). Recently, diminished abundance of butyrate-producing bacteria has been demonstrated in a mouse model of FRDA (Turchi et al, 2023). Dietary butyrate supplementation in FRDA mice limited macrophage activation in white adipose tissue and in BMDM, suggesting that this molecule could be also efficient in mitigating neuroinflammation and neurobehavior disability.

Herein we demonstrated the FXN deficiency causes an immunometabolic derangement in microglial cells enhancing glucose catabolism to sustain a strong inflammatory phenotype. This evidence was corroborated in an in vivo model of FRDA. Butyrate effectively restored the immunometabolic defects both in vitro and in vivo improving the neuromotor abilities in the FRDA mouse model.

## Results

### FXN deficiency leads to a loss of homeostatic function in cerebellar microglia of knock-in knock-out (KIKO) mice

Although genetic deficiency of the mitochondrial protein FXN is causative of FRDA-related symptoms, the disease-specific cell types in cerebellum are unknown yet. Herein we used a comparative single-cell RNA sequencing (scRNA-seq) between cerebellum of WT and KIKO mice at the early stage of FRDA disease (6 mo old). ScRNA-seq analysis led to the identification of a total of 4,484 quality control (QC)-positive cells. Based on the expression levels of the most variable genes, we annotated homogeneous and robust cluster of cells from scRNA-seq data, resulting in 12 group of cells such as four cluster of endothelial cells (EC), endo-mural cells (EMC), choroid cells, microglia, T cells, pericytes, fibroblasts, astrocytes, and oligodendrocytes (Fig 1A and B). Next, we compared the numerosity of cell clusters between genotype and we found a contraction of choroid plexus cells, astrocytes, and oligodendrocytes (Fig 1C). Oppositely, increased markers of microglia/macrophage population in cerebellum of KIKO were observed (Figs 1B and S1A). Consistently, the gene ontology (GO) terms for biological processes revealed an enrichment in the inflammatory process and down-regulation of mitochondrial oxidative genes (Fig 1D).

**Figure 1.**
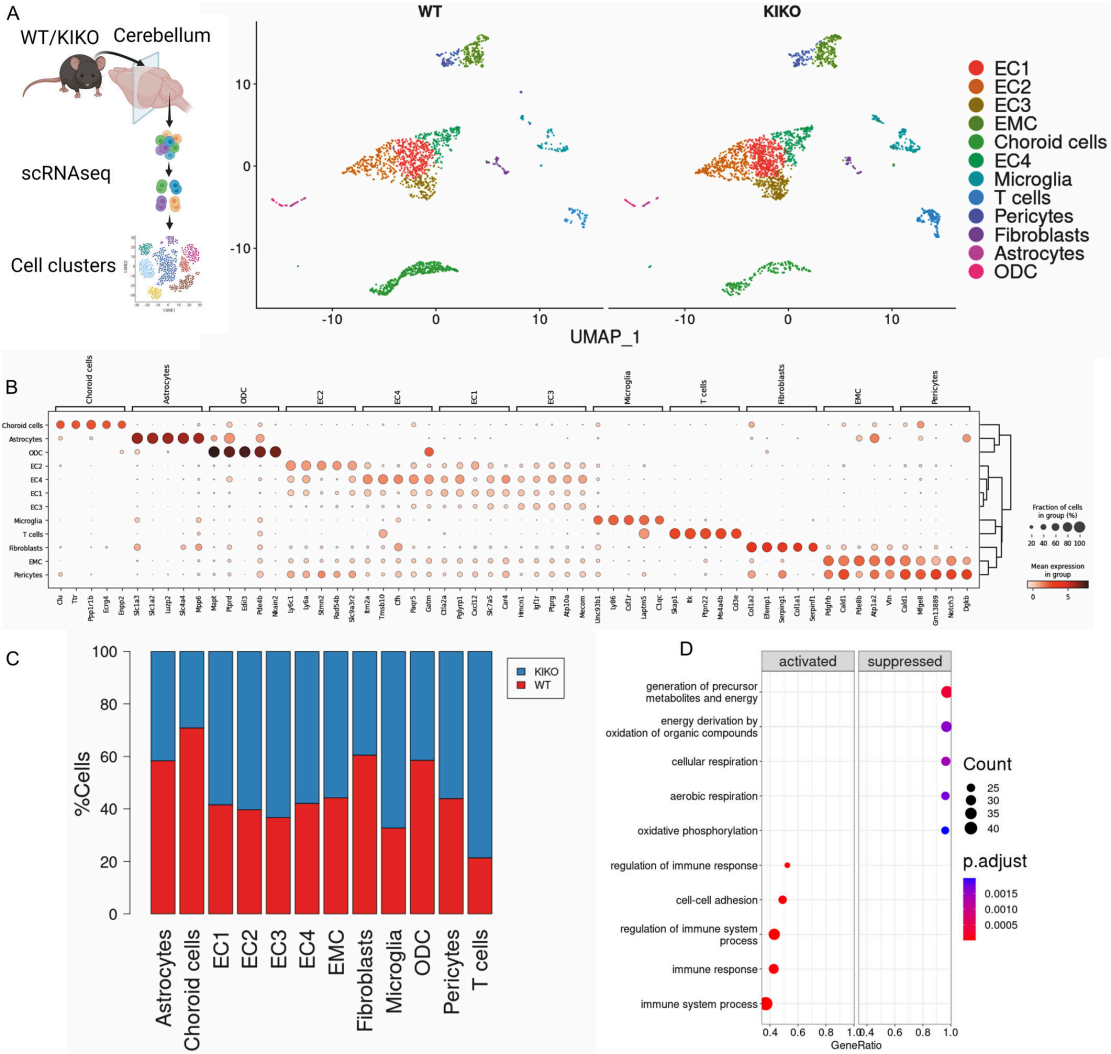
Cerebellum in knock-in knock-out (KIKO) exhibits an immunometabolic disturbance. **(A)** Cell clusters identified by single-cell RNA-seq of total cell fraction (TCF) isolated from cerebellum of WT and KIKO of 6-mo-old mice (TCF: pool from cerebellum of n = 4 mice/group). **(B)** Dot plots reporting gene markers for cell type identified by single-cell RNA-seq of TCF isolated from cerebellum of WT and KIKO of 6-mo-old mice (TCF: pool from cerebellum of n = 4 mice/group). **(C)** Bar plots reporting cell types identified by single-cell RNA-seq of TCF isolated from cerebellum of WT and KIKO of 6-mo-old mice (TCF: pool from cerebellum of n = 4 mice/group). **(D)** Gene Ontology terms for biological processes of differentially expressed genes revelated by single-cell RNA-seq of TCF isolated from cerebellum of WT and KIKO of 6-mo-old mice (TCF: pool from cerebellum of n = 4 mice/group).

**Figure S1.**
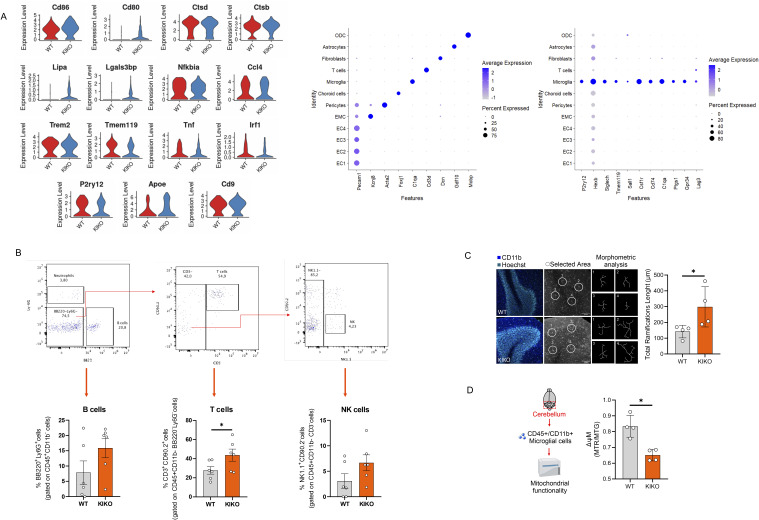
Microglia-derived from cerebellum of knock-in knock-out (KIKO) mice show a reactive phenotype. **(A)** Violin plots (*left panel*) and dot plots (*right panel*) reporting inflammatory gene expression in macrophages/microglia by single-cell RNA-seq of cerebellum of WT and KIKO of 6-mo-old mice (TCF: pool from cerebellum of n = 4 mice/group). **(B)** High dimension flow cytometry of T, B, and NK cell markers in cerebellum of WT and KIKO of 6-mo-old mice (n = 4/6 mice/group). Data were reported as mean ± SD. *t* test *P < 0.05. **(C)** Representative immunofluorescence image of CD11b^+^ cells in cerebellum of WT and KIKO of 6-mo-old mice (*left panel*). Ramifications lengths were measured by Sholl analysis, a plugin of ImageJ and mean value of 2/3 slide for mice was reported by histograms (*right panel*). Data were reported as mean ± SD. *t* test *P < 0.05. **(D)** Mitochondrial membrane potential in CD45^+^/CD11b^+^ cells isolated from WT and KIKO of 6-mo-old mice. Data were reported as mean ± SD. *t* test *P < 0.05.

Microglia are the primary innate immune cells of the central nervous system (CNS) that are sentinels participating in the inflammatory and cell clearance response (Norris & Kipnis, 2019). To corroborate the microglia dynamics of KIKO mice, we performed a high dimensional flow cytometry analysis (Fig 2A) and we observed that although the percentage of cerebellar CD45^low^CD11b^+^ microglia remained preserved, a higher expression of M1-like markers (CD86^+^ and MHC-II) and a tendency to a lower expression of M2-like marker CD206 was observed in microglial cells of KIKO compared with WT (Fig 2B). No changes were observed in the percentages of neutrophils (CD45^+^/CD11b^−^/CD3^−^/NK1.1^+^/CD90.2^−^ cells) and B cells (CD45^+^/CD11b^−^/BB220^+^/Ly6G^+^ cells), whereas a significant increase was detected in T cells (CD45^+^/CD11b^−^/BB220^−^/Ly6G^−^/CD3^+^/CD90.2^+^ cells) (Fig S1B). 

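Bulk RNA sequencing libraries of 2 WT and 3 KIKO mice were analysed. KIKO mice are the disease model of the paper. The paper describes CD45+/CD11b+ cells from the cerebellum of 6-mo-old mice, with 4 mice per group. The labels of the samples name the cerebellum and the genotype, without the sorting, the age or the sex. A WT sample that the labels number 3 was not analysed here. For RNA extraction and library preparation, the paper names a Zymo Research kit and the NEGEDIA Digital mRNA-seq service with single-end reads on a NovaSeq system, whereas the labels name a kit for lipid-rich tissue and a stranded Illumina kit. The authors trimmed the reads with Trimmomatic, aligned them to the mouse genome (mm10) with HISAT2 and counted them per gene with featureCounts. They deposited these counts for 31053 genes, listed by Ensembl identifier, without normalization, together with log2 values normalized by DESeq2. The total was 1044760 counts in WT replicate 1, 1351339 in WT replicate 2, 1281661 in KIKO replicate 1, 1241997 in KIKO replicate 2 and 1013107 in KIKO replicate 3. A total of 3 counts, the smallest signal considered at this depth, corresponded to a CPM, the counts scaled to a common library size, between 2.22 and 2.96. This floor covers counting error only. From the counts, 10889 genes passed edgeR's filterByExpr, libraries were scaled by TMM, and KIKO and WT were compared by edgeR's quasi-likelihood test. The common biological coefficient of variation between replicates was 0.468, and it was 0.238 without KIKO replicate 2. Across the tested genes, which are not independent replicates, log2 CPM of KIKO replicate 2 correlated with those of the other libraries with r from 0.672 to 0.747, compared with 0.884 to 0.931 among the other four. Microglial transcripts were present in each library, with *Cx3cr1* between 651.4 and 1184 and *C1qa* between 746 and 1346 normalized CPM. Transcripts of other cerebellar cells were present as well, with *Snap25* of neurons between 576.5 and 750.0 and *Ttr* of the choroid plexus between 6550 and 13950 normalized CPM.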

Next, to explore the molecular signatures of macrophage/microglia, cerebella CD45^+^/CD11b^+^ cells were isolated by magnetic cell sorting and their transcriptome was profiled by bulk RNA sequencing. We identified n = 1,275 differentially expressed genes (DEGs) (−0.75 > Log_2_FC > +0.75; *P* < 0.05) between cerebella CD45+/CD11b^+^ of KIKO versus WT mice (Fig 2C). 

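Of the 10889 genes tested, 131 had a log2 fold change above 0.75 in size and an unadjusted p under 0.05 in edgeR's quasi-likelihood test, 78 higher and 53 lower in KIKO than in WT mice. These 131 genes were 1.2% of the genes tested, and no other gene had a p under 0.05. If no gene differed, a share of 0.05 would be expected to have such a p, so 131 genes were fewer than expected. Without KIKO replicate 2, 8.21% of the genes tested had an unadjusted p under 0.05 in edgeR's test. No gene had an adjusted p under 0.05 (Benjamini-Hochberg), and the smallest unadjusted p was 0.00399. With DESeq2's Wald test, the tool named by the paper, 136 genes passed both thresholds, 96 higher and 40 lower, and none had an adjusted p under 0.05. Of the 131 genes, 107 were also among these 136. The alternative that moved the count most left out KIKO replicate 2: 669 genes then passed the thresholds, 305 higher and 364 lower, and 5 had an adjusted p under 0.05. The labels number the libraries of both genotypes. Deviations of same-numbered libraries from their group means correlated across genes with a mean r of 0.21. WT replicate 1 and KIKO replicate 3, which differ in number, had an r of 0.218. The other pairs that differ in number had r from −0.239 to −0.18. As deviations sum to 0 within each group, the correlations of same-numbered and other libraries were not independent. With the replicate number as a block, 271 genes passed the thresholds, 109 higher and 162 lower, and none had an adjusted p under 0.05. Of the 131 genes, 65 were among them. In 130 of the 131 genes, all WT values lay on the same side of all KIKO values, as did those of 16.7% of all genes tested, where chance gives 20%. With 2 against 3 mice, an exact permutation test cannot give a p below 0.1. The libraries also held RNA of neurons and other cerebellar cells, so the difference of a single gene cannot be assigned to microglia. Coordinates are those of GRCm38. Among the genes with the smallest p, *Uchl1* (chromosome 5, 66676091 to 66687234) had 42.0 ± 6.83 normalized CPM (SD, n = 2) in WT and 115.9 ± 31.1 (SD, n = 3) in KIKO mice. Its log2 fold change was 1.46 (standard error 0.42), and its exons overlap the antisense gene *Uchl1os*. *Srpk3* (chromosome X, 73774405 to 73778925) had 6.02 ± 0.0644 (SD, n = 2) and 31.1 ± 9.92 (SD, n = 3) normalized CPM, a log2 fold change of 2.35 (standard error 0.62). *Chchd6* (chromosome 6, 89383146 to 89595652), which encodes a protein of the mitochondrial inner membrane, had a log2 fold change of 2.11 (standard error 0.62). *Timm10* (chromosome 2, 84826997 to 84830213) and *Ppp1r1a* (chromosome 15, 103530279 to 103538003) had at most 3 counts in each WT library and were at least 7.96-fold and 4.32-fold higher in KIKO mice. Among the lower genes, *Blvrb* (chromosome 7, 27447978 to 27466144) fell from 47.5 ± 7.96 (SD, n = 2) to 11.5 ± 3.83 (SD, n = 3) normalized CPM, a log2 fold change of −2.03 (standard error 0.52). *Lats2* (chromosome 14, 57689662 to 57758388), whose exons overlap those of *Gm49361*, went from 61.2 ± 5.02 (SD, n = 2) to 22.6 ± 3.30 (SD, n = 3), a log2 fold change of −1.44 (standard error 0.42). *Grasp* (chromosome 15, 101224188 to 101232756) and *Unc50* (chromosome 1, 37430139 to 37439124) had log2 fold changes of −2.18 and −2.19, and *Unc50* no longer passed the thresholds with the replicate block. *Glb1l* (chromosome 1, 75198236 to 75210813) had at most 3 counts in each KIKO library and was at least 5.51-fold lower, and its exons overlap those of *Ankzf1* and *Gm27943*. For each of these 10 genes, the adjusted p was 1 in edgeR's test. Of the 131 genes, 21 had no more than 3 counts in every library of one genotype, and 50 shared exon positions with another gene, whose reads the counting could have assigned differently.

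**Figure D1:**
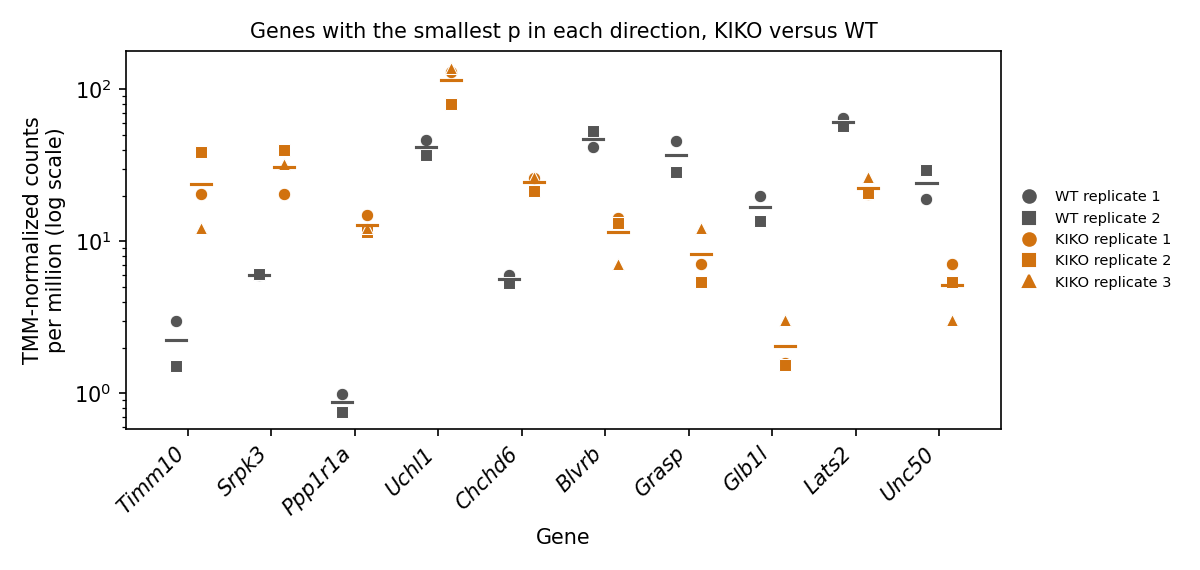
Normalized CPM (log scale) of the 10 genes with the smallest p in each direction, 5 higher and 5 lower in KIKO mice. Each point is a library, shapes give the replicate number and bars the mean of each genotype. WT and KIKO libraries do not overlap in these genes, which were selected for that property.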

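The 200 lower genes with the smallest p were compared with gene lists for fatty acid processes, written by hand before the data were examined in place of the GO terms, against all 10889 genes tested. The paper's text does not name the ranking behind its top 200. Because 53 lower genes had an unadjusted p under 0.05, the 200 genes extended to a p of 0.112. They held 2 of the 54 tested genes of the fatty acid biosynthesis list (*Abcd2* and *Ptgs1*), where 0.992 were expected by chance (one-sided Fisher's exact test, p = 0.261, adjusted p = 0.914 over 7 tests). They held 2 of 38 genes of the triglyceride metabolism list (*Agpat4* and *Fabp3*), where 0.698 were expected (Fisher's exact test, p = 0.154, adjusted p = 0.914), and 1 of 32 genes of the response to fatty acid list (*Ucp1*), where 0.588 were expected (Fisher's exact test, p = 0.448, adjusted p = 0.952). With the replicate number as a block, the 200 lower genes held 0 genes of each of these lists. *Agpat4* (chromosome 17, 12118704 to 12219645), an acyltransferase gene of glycerolipid synthesis, was the only member of these lists past the thresholds in the lower direction. It had 98.4 ± 11 normalized CPM (SD, n = 2) in WT and 54.8 ± 7.30 (SD, n = 3) in KIKO mice, a log2 fold change of −0.85 (standard error 0.36, adjusted p = 1 in edgeR's test). With DESeq2's Wald test, with the replicate number as a block or with any one KIKO library left out, among other alternatives, it no longer passed the thresholds. All members of a list were then compared with the other tested genes by camera on the edgeR model, with Benjamini-Hochberg adjustment over 11 lists. The mean log2 fold change of the list minus that of the other genes was −0.023 for fatty acid biosynthesis (adjusted p = 0.964, 26 of 54 genes lower), −0.044 for triglyceride metabolism (adjusted p = 0.822, 20 of 38 genes lower) and 0.015 for response to fatty acid (adjusted p = 0.822, 14 of 32 genes lower). For mitochondrial fatty acid oxidation it was −0.0091 (adjusted p = 0.964, 18 of 43 genes lower), and for oxidative phosphorylation 0.092 (adjusted p = 0.466, 24 of 75 genes lower). In the model with the replicate block, the same differences were 0.049, 0.036, 0.14, 0.12 and 0.22, with adjusted p from 0.138 to 0.968. None of these 5 lists was told apart from the other genes by camera at its fixed inter-gene correlation. That setting does not measure how the mean of a list varies between mice. Camera's statistic is also not the difference given: for fatty acid biosynthesis its direction was up beside −0.023. With the correlation estimated from the data, the adjusted p from camera was 0.98 for each of the 5 lists in the model without the block.

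**Figure D2:**
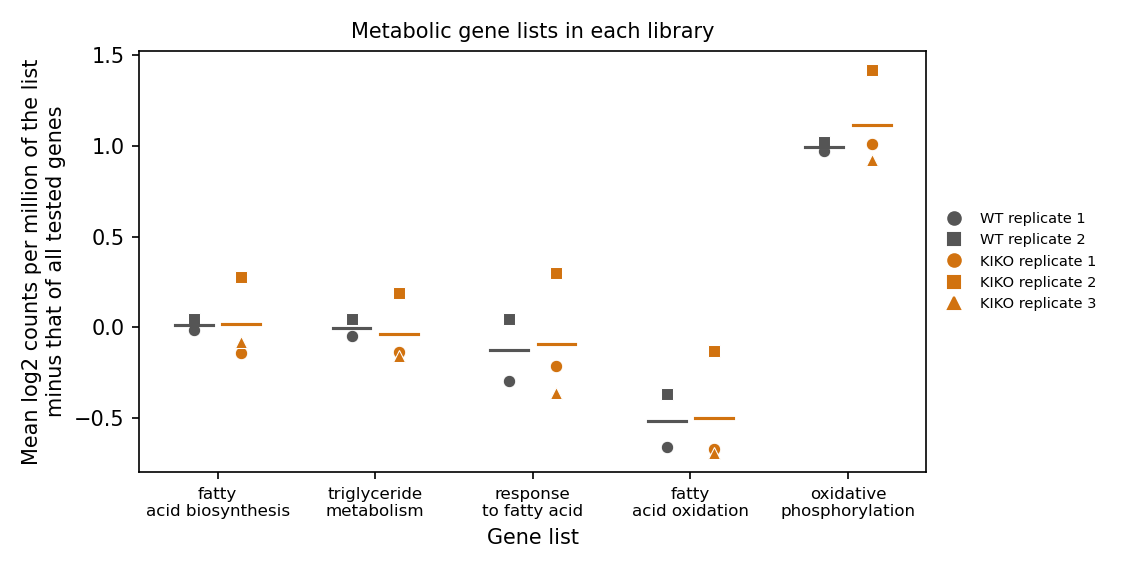
Mean log2 CPM of each metabolic gene list minus that of all tested genes, for each library. Shapes give the replicate number and bars the mean of each genotype, and WT and KIKO libraries overlap in all 5 lists.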

GO terms for biological processes of the top 200 down-regulated genes (*orange bars*) revealed a reduced fatty acid metabolism in microglia/macrophages of KIKO mice (Fig 2D) leading us to suppose a reduced mitochondrial functionality. In an opposite manner, the top 200 up-regulated genes (*green bars*) pertained to enhanced reactivity to inflammatory stimuli such as *LPS*, *IL1*, and *TNFa* (Fig 2E). 

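The 200 higher genes with the smallest p, which extended to an unadjusted p of 0.0849, were compared in the same way with lists for the inflammatory processes. They held 0 of the 93 tested genes of the response to LPS list, where 1.71 were expected by chance (one-sided Fisher's exact test, p = 1, adjusted p = 1). They held 1 of 63 genes of the response to IL1 list (*Upf1*, 1.16 expected, Fisher's exact test, p = 0.69, adjusted p = 0.952), 1 of 91 genes of the response to TNF list (*Smpd3*, 1.67 expected, Fisher's exact test, p = 0.816, adjusted p = 0.952) and 1 of 83 genes of the innate immune response list (*S100a9*, 1.52 expected, Fisher's exact test, p = 0.787, adjusted p = 0.952). With the replicate number as a block, the 200 higher genes held *Upf1* and no other member of the 4 lists. *Upf1* (chromosome 8, 70331525 to 70353278) had 53.8 ± 4.30 normalized CPM (SD, n = 2) in WT and 115.0 ± 48.8 (SD, n = 3) in KIKO mice, a log2 fold change of 1.10 (standard error 0.46, adjusted p = 1 in edgeR's test). Its exons overlap those of *Cers1* and *Gdf1*, and it no longer passed the thresholds without KIKO replicate 1, without KIKO replicate 2, with limma with trend or with DESeq2's prior on fold changes. Over all members, the mean log2 fold change minus that of the other genes was −0.12 for response to LPS (camera, adjusted p = 0.466, 41 of 93 genes higher), −0.10 for response to IL1 (adjusted p = 0.476, 28 of 63 higher), −0.057 for response to TNF (adjusted p = 0.731, 47 of 91 higher) and −0.11 for innate immune response (adjusted p = 0.476, 37 of 83 higher). With the replicate block, these differences changed sign, to 0.015, 0.072, 0.077 and 0.00049, with adjusted p from 0.722 to 0.968 (camera). KIKO replicate 3, the only library with its number, adds nothing to the genotype difference in that model. The change of sign may therefore reflect the loss of that library rather than a pairing. Without KIKO replicate 2, the 4 lists were lower in KIKO than in WT mice, with differences of −0.31, −0.32, −0.21 and −0.31 and adjusted p = 2.18e-05, 0.000131, 0.00367 and 5.44e-05 from camera on 2 WT and 2 KIKO libraries at the fixed inter-gene correlation. With that correlation estimated from the same libraries, a test chosen after the data were seen, the adjusted p was between 0.624 and 0.678 for the 4 lists, so the difference depended on the correlation assumed. Without KIKO replicate 3, the differences of the 4 lists were between 0.0038 and 0.053 (camera at the fixed correlation, adjusted p from 0.939 to 0.992). From the terms enriched among the lower and the higher genes (Fig 2D and E), the paper proposes a reduced mitochondrial functionality and states an enhanced reactivity to LPS, IL1 and TNFa in the macrophages/microglia of KIKO mice.

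**Figure D3:**
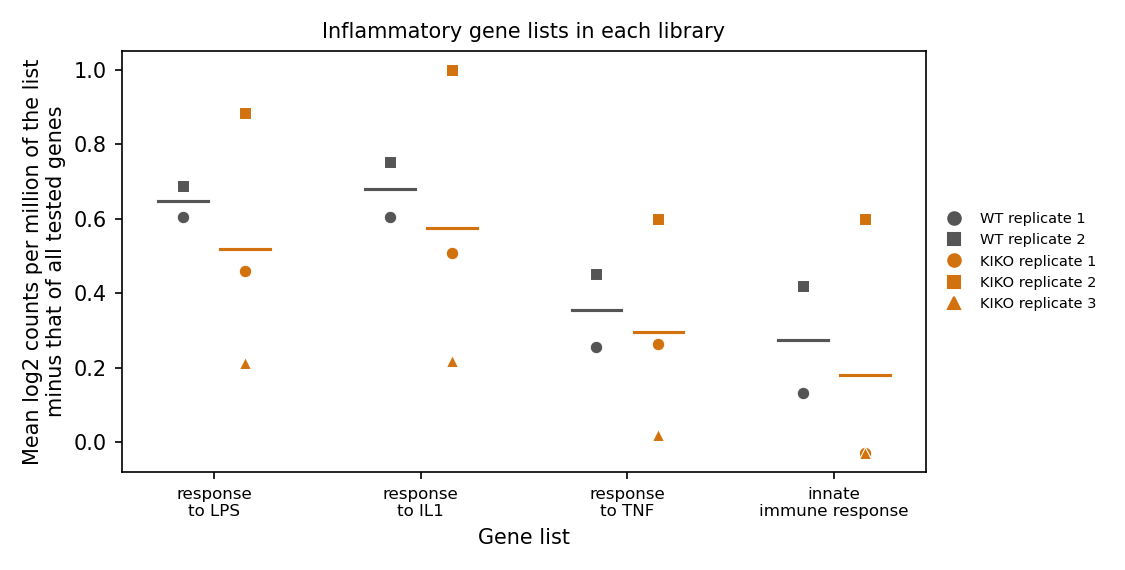
Mean log2 CPM of each inflammatory gene list minus that of all tested genes, for each library. Shapes give the replicate number and bars the mean of each genotype, and KIKO replicate 2 is the highest library and KIKO replicate 3 the lowest in the lists of response to LPS, IL1 and TNF.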

Subsequently, we labeled macrophage/microglia in the cerebellum of KIKO mice with CD11b and analyzed cell morphology using the Sholl technique (Ristanovic et al, 2006). Morphological analysis revealed that CD11b^+^ cells in KIKO mice exhibited longer ramification lengths compared with WT mice (Fig S1C), suggesting an increased reactivity of microglia to inflammatory stimuli (Ziebell et al, 2015; Vidal-Itriago et al, 2022). Moreover, to assess mitochondrial functionality, CD45^+^/CD11b^+^ cells were isolated from the cerebellum, and mitochondrial membrane potential (ΔΨM) was measured. As expected, a reduced ΔΨM was detected in cerebellar macrophage/microglia of KIKO mice compared with WT mice (Fig S1D).

**Figure 2.**
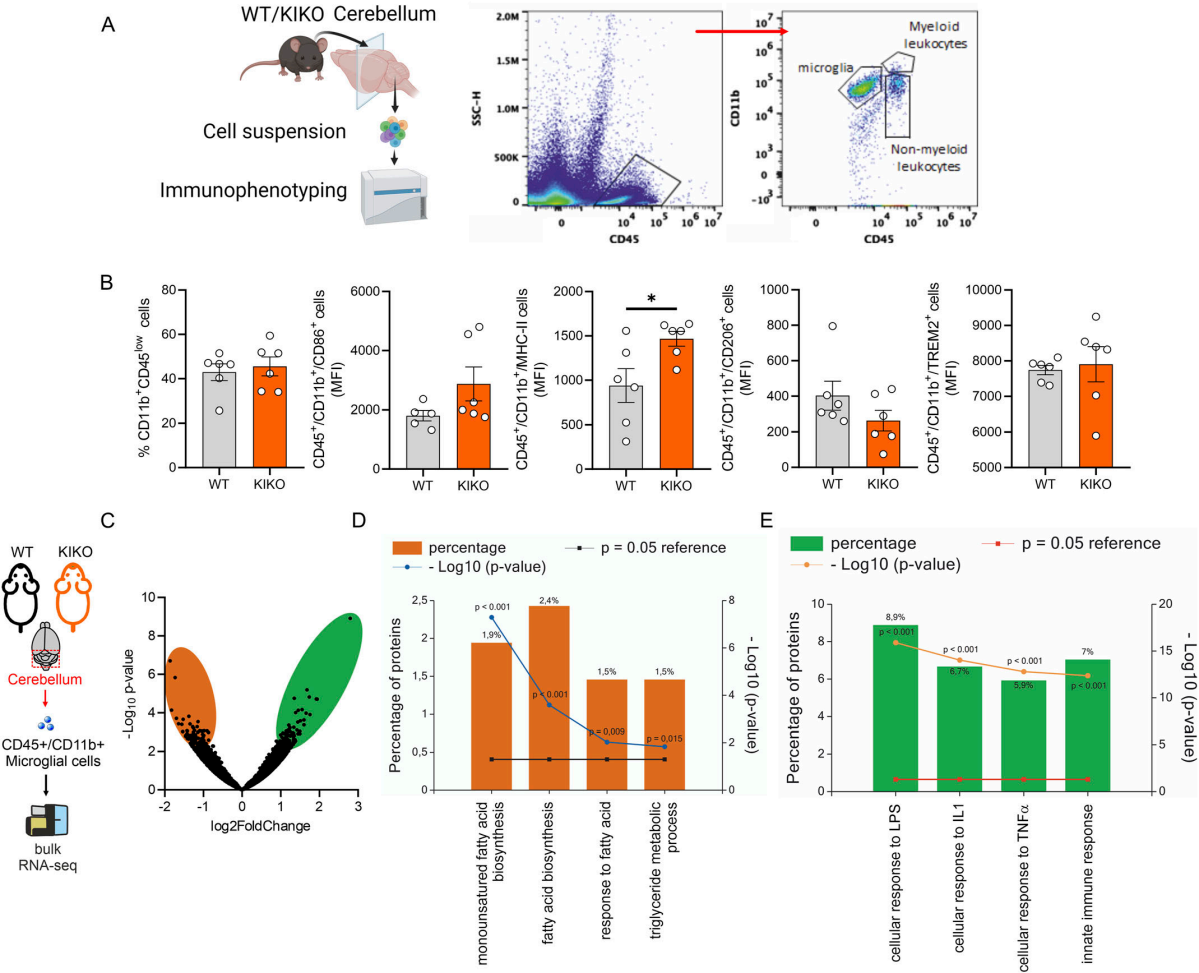
Microglia-derived from cerebellum of knock-in knock-out (KIKO) mice shows an inflammatory phenotype. **(A, B)** High dimensional flow cytometry of pro-inflammatory (CD86 and MHC-II) and anti-inflammatory (CD206 and Trem2) markers in microglial cells (CD4^low^+/CD11b^+^) isolated from cerebellum of WT and KIKO of 6-mo-old mice (n = 5/6 mice/group). Data were reported as mean ± SD. *t* test *P < 0.05. **(C)** Volcano plot of differentially expressed genes: −0.75 > Log_2_FC > +0.75; *P* < 0.05 in microglia isolated from 6-mo-old KIKO and WT mice (n = 4 mice/group). **(D, E)** Functional enrichment analysis for biological processes of down-regulated genes ((D) *orange bars*) and up-regulated genes ((E) *green bars*) in microglia isolated from 6-mo-old KIKO and WT mice (n = 4 mice/group).

### Loss of FXN enhances glucose catabolism in microglial cells

To further elucidate the molecular mechanisms underlying the observed inflammatory activation in microglia cells derived from the KIKO model, we established a cell model of FRDA by achieving stable down-regulation of FXN expression in a microglial cell line (BV2^FXN−^). Although BV2^FXN−^ cells exhibited lower inflammation than control cells (BV2^SCR^) under basal conditions, as shown in Fig 3A, the greatest reactivity to inflammatory stimuli was observed when BV2^FXN−^ cells were activated with LPS (Fig 3A). These results suggest that LPS-activated BV2^FXN−^ better phenocopy the inflammatory setting observed in cerebella microglia of KIKO mice.

**Figure 3.**
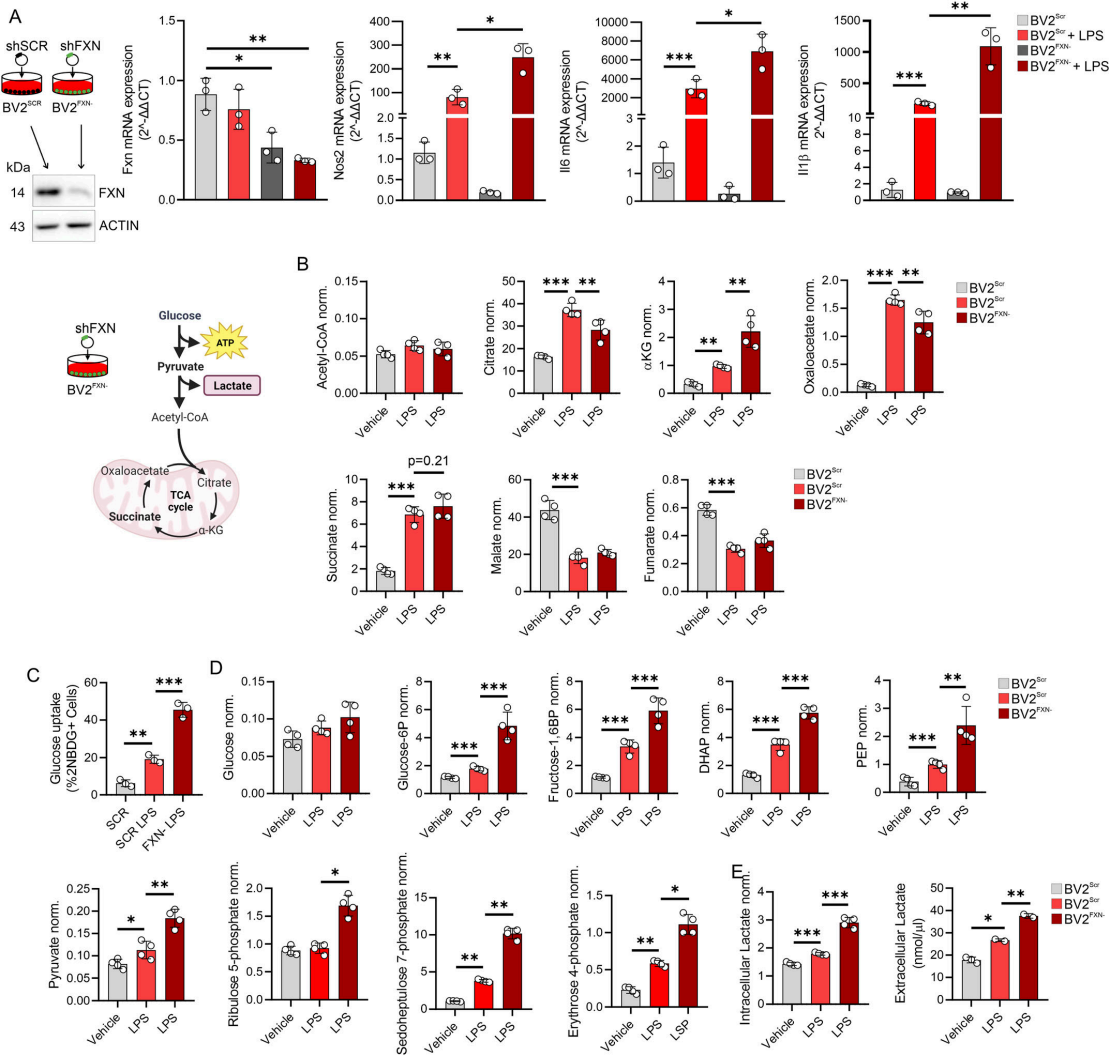
Decreased frataxin increases glucose catabolism in microglial cells. **(A)** BV2 cells were infected with lentiviral particles delivering shRNA against Fxn or Scr sequence and gene expression level of inflammatory genes (Nos2, Il6, and Il1β) were analyzed by qPCR. LPS (500 ng/ml for 16 h) was used to activate BV2 cells. Data were reported as mean ± SD. ANOVA test *P < 0.05; **P < 0.01; ***P < 0.001. **(B)** BV2 were cells infected with lentiviral particles delivering Fxn or Scr sequence and metabolites tracking TCA cycle were measured by LC-MS. LPS (500 ng/ml for 16 h) was used to activate BV2 cells. Data were reported as mean ± SD. ANOVA test **P < 0.01; ***P < 0.001. **(C)** BV2 cells infected with lentiviral particles delivering Fxn or Scr sequence were loaded 2NBDG for 30 min. Glucose uptake calculated as 2-NBDG+ cells by flow cytometry. LPS (500 ng/ml for 16 h) was used to activate BV2 cells. Data were reported as mean ± SD. ANOVA test **P < 0.01; ***P < 0.001. **(D)** BV2 were cells infected with lentiviral particles with shRNA against Fxn or Scr sequence and metabolites tracking glycolysis and pentose phosphate pathway were measured by LC-MS. LPS (500 ng/ml for 16 h) was used to activate BV2 cells. Data were reported as mean ± SD. ANOVA test *P < 0.05; **P < 0.01; ***P < 0.001. **(E)** BV2 were cells infected with lentiviral particles with shRNA against Fxn or Scr sequence and lactate production was measured by LC-MS (intracellular) or spectrophotometer (extracellular). LPS (500 ng/ml for 16 h) was used to activate BV2 cells. Data were reported as mean ± SD. ANOVA test *P < 0.05; **P < 0.01; ***P < 0.001.

It has been demonstrated that a sustained inflammatory status of macrophages is characterized by metabolic shift from oxidative phosphorylation to glycolysis. To test if a metabolic rearrangement occurs in FXN down-regulating microglia, we measured glycolysis- and TCA-related metabolites in BV2^FXN−^ cells. Notably, mitochondrial metabolites including citrate and oxaloacetate were reduced, whereas αKG was increased in LPS-activated BV2^FXN−^ cells (Fig 3B). On the contrary, glucose uptake (Fig 3C), accumulation of glycolysis and pentose phosphate shunt metabolites (Fig 3D) as well as lactate production (Fig 3E) were significantly increased. These results were consistent with the glucose avidity of inflammatory immune cells (Soto-Heredero et al, 2020). With the aim to explore if the inflammatory phenotype of BV2^FXN−^ cells was dependent on glycolysis, we inhibited glucose uptake by 2-deoxyglucose (2-DG) and as reported in the Fig S2A, a reduced inflammatory response to LPS was observed.

**Figure S2.**
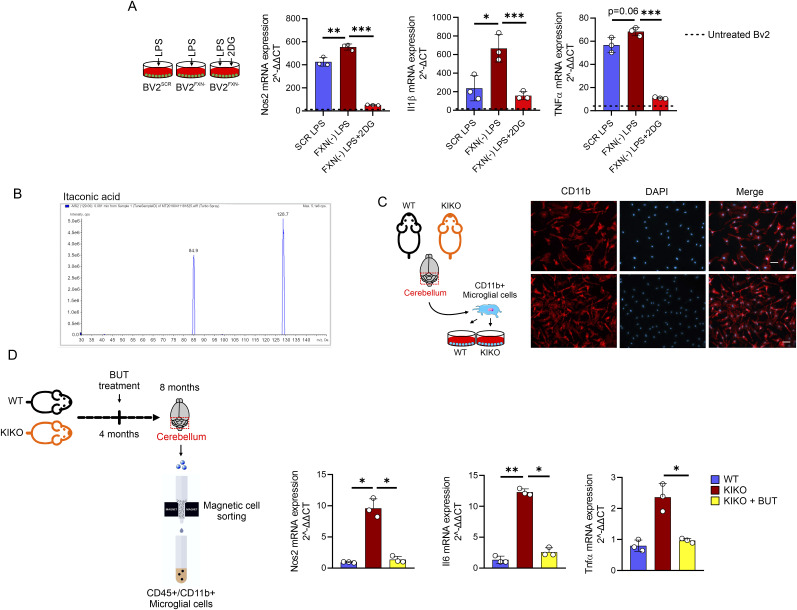
Inhibition of glycolysis or butyrate treatment limit inflammatory response in microglia down-regulating frataxin. **(A)** BV2 cells were infected with lentiviral particles delivering Scr or Fxn sequence and the inflammatory gene expression was analyzed by qPCR. LPS (500 ng/ml for 16 h) was used to activate BV2 cells. 2-deoxyglucose (2DG, 0.8 mM) was added 3 h before LPS treatment and maintained throughout the experiment. Data were reported as mean ± SD. ANOVA test *P < 0.05; **P < 0.01; ***P < 0.001. **(B)** MS/MS spectra and parameters setting on the instrument for itaconic acid MS/MS spectrum: declustering potential: −15.91 V; collision energy: −13.14 V; collision cell exit potential: −7.46 V; entrance potential: −4.72 V. **(C)** Representative fluorescence images of knock-in knock-out cerebellar microglia in culture stained with anti-Cd11b (red). Nuclei are marker with DAPI (blue). Scale bar, 20 μm. **(D)** Male WT and knock-in knock-out mice, aged 4 mo, were either maintained on a standard diet or supplemented with BUT for a duration of 16 wk, until they reached 8 mo of age. CD45^+^/CD11b^+^ cells isolated from cerebellum and the inflammatory gene expression was analyzed by qPCR. Data were reported as mean ± SD. ANOVA test *P < 0.05; **P < 0.01.

### Itaconate decreases inflammatory responses in FXN-microglia via the Nrf2 pathway

Itaconate, a mitochondrial metabolite, is produced by macrophages in response to inflammatory stimuli to counteract inflammatory stress (Lampropoulou et al, 2016). To test if the highest inflammatory phenotype of LPS-activated BV2^FXN−^ cells was also associated with itaconate overproduction, we measured its levels, and a significant increase was detected compared to scramble conditions (with or without LPS) (Figs 4A and S2B). Itaconate overproduction observed in BV2^FXN−^ cells was in accordance with the increased expression levels the immune-responsive gene 1 (Irg1) (Fig 4B), the mitochondrial enzyme catalyzing the decarboxylation of cis-aconitate to synthesize itaconate (Lampropoulou et al, 2016). Remarkably, higher Irg1 expression levels were also detected in cerebellum-derived microglia (Fig 4C). It has been reported that itaconate production following inflammatory stimuli mitigates the inflammatory response by constraining Il1b induction and glycolysis (Lampropoulou et al, 2016). To test if itaconate exerts such\effect in LPS-activated BV2^FXN−^ cells, a cell permeable formulation of soluble itaconate (dimethylitaconate) was added to the culture medium. As expected, dimethylitaconate diminished Il1β, Il6, and Nos2 mRNA levels in BV2^FXN−^ cells (Fig 4D).

**Figure 4.**
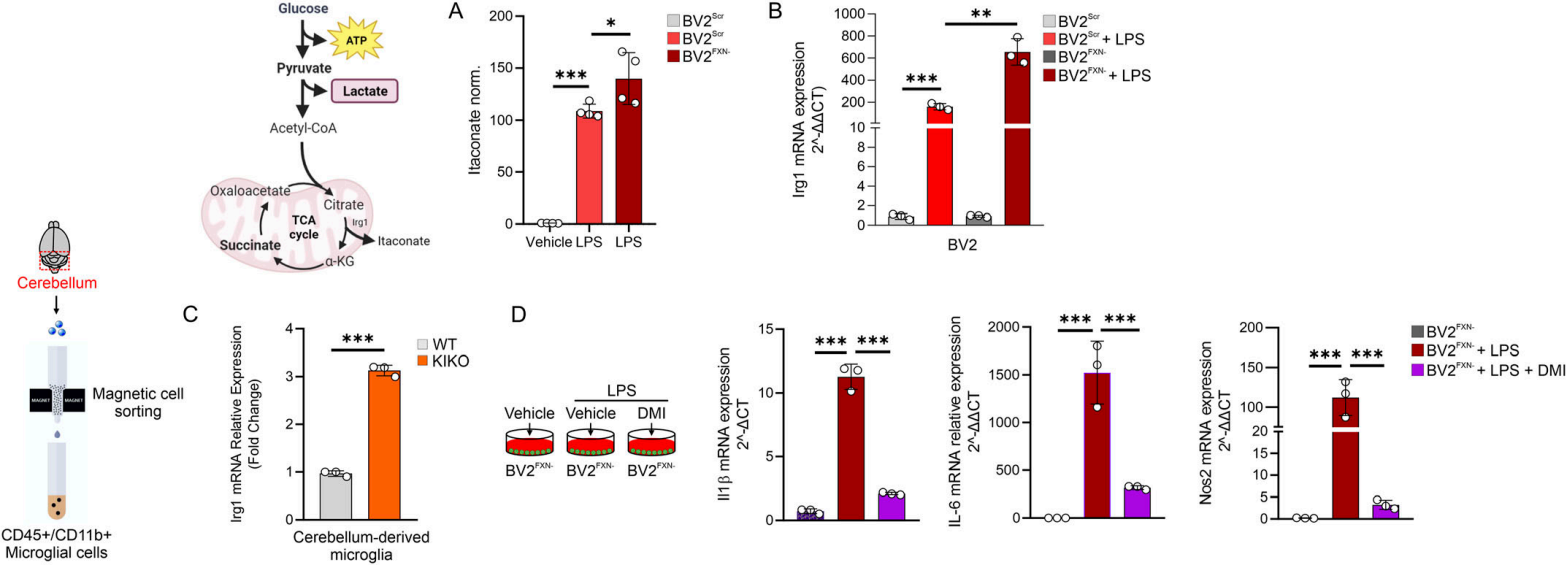
Itaconate overproduction restrains the inflammatory phenotype in Friedreich’s ataxia microglial cells. **(A, B)** BV2 cells were infected with lentiviral particles delivering Fxn or Scr sequence and itaconate production (A) and Irg1 mRNA expression (B) were analyzed by LC-MS and qPCR, respectively. LPS (500 ng/ml for 16 h) was used to activate BV2 cells. Data were reported as mean ± SD. ANOVA test *P < 0.05; **P < 0.01; ***P < 0.001. **(C)** Microglial cells were isolated from cerebellum of 6-mo-old knock-in knock-out or WT mice by magnetic cell sorting (CD45^+^/CD11b^+^ cells) and Irg1 mRNA expression was analyzed by qPCR. Data were reported as mean ± SD. *t* test ***P < 0.001. **(D)** BV2 cells were infected with lentiviral particles delivering Fxn sequence and the inflammatory gene expression was analyzed by qPCR. LPS (500 ng/ml for 16 h) was used to activate BV2 cells. Dimethylitaconate (100 M) was added 3 h before LPS treatment and maintained throughout the experiment. Data were reported as mean ± SD. ANOVA test ***P < 0.001.

### Butyrate reverts the immunometabolic signatures through Itaconate/Nrf2/GSH signaling

Butyrate (BUT) is a ubiquitous short-chain fatty acid principally derived from the enteric microbiome, which showed a neuroprotective role (Li et al, 2016; Lanza et al, 2019). Metabolomic analysis of BUT-treated macrophages revealed a substantial reduction in glycolysis (Flemming, 2019; Schulthess et al, 2019) as well as limited inflammatory response in microglia (Caetano-Silva et al, 2023). By virtue of the recently demonstrated anti-inflammatory effects of BUT on white adipocytes and BMDM of KIKO mice (Turchi et al, 2023), we asked if butyrate treatment was also effective in counteracting the changes of the immunometabolic profile in LPS-treated BV2^FXN−^. As reported in Fig 5A, BUT reduced glucose uptake and lowered lactate production in LPS-treated BV2^FXN−^ cells, whereas a significant refill in the mitochondrial metabolites such as citrate, oxaloacetate and succinate were observed (Fig 5B). Notably, BUT further increased itaconate levels in BV2^FXN−^ (Fig 5C), leading us to suppose that BUT restored the homeostatic function by the itaconate-driven antioxidant protection. To test this hypothesis, we analyzed Nrf2 protein in BV2^FXN−^ cells treated with butyrate and expectedly an increased nuclear accumulation of Nrf2 was observed (Fig 5D). Nrf2 is the primary transcription factor protecting cells from oxidative stress by regulating the synthesis of glutathione (GSH) (Harvey et al, 2009). Interestingly, BUT increased GSH levels in BV2^FXN−^ cells (Fig 5E).

**Figure 5.**
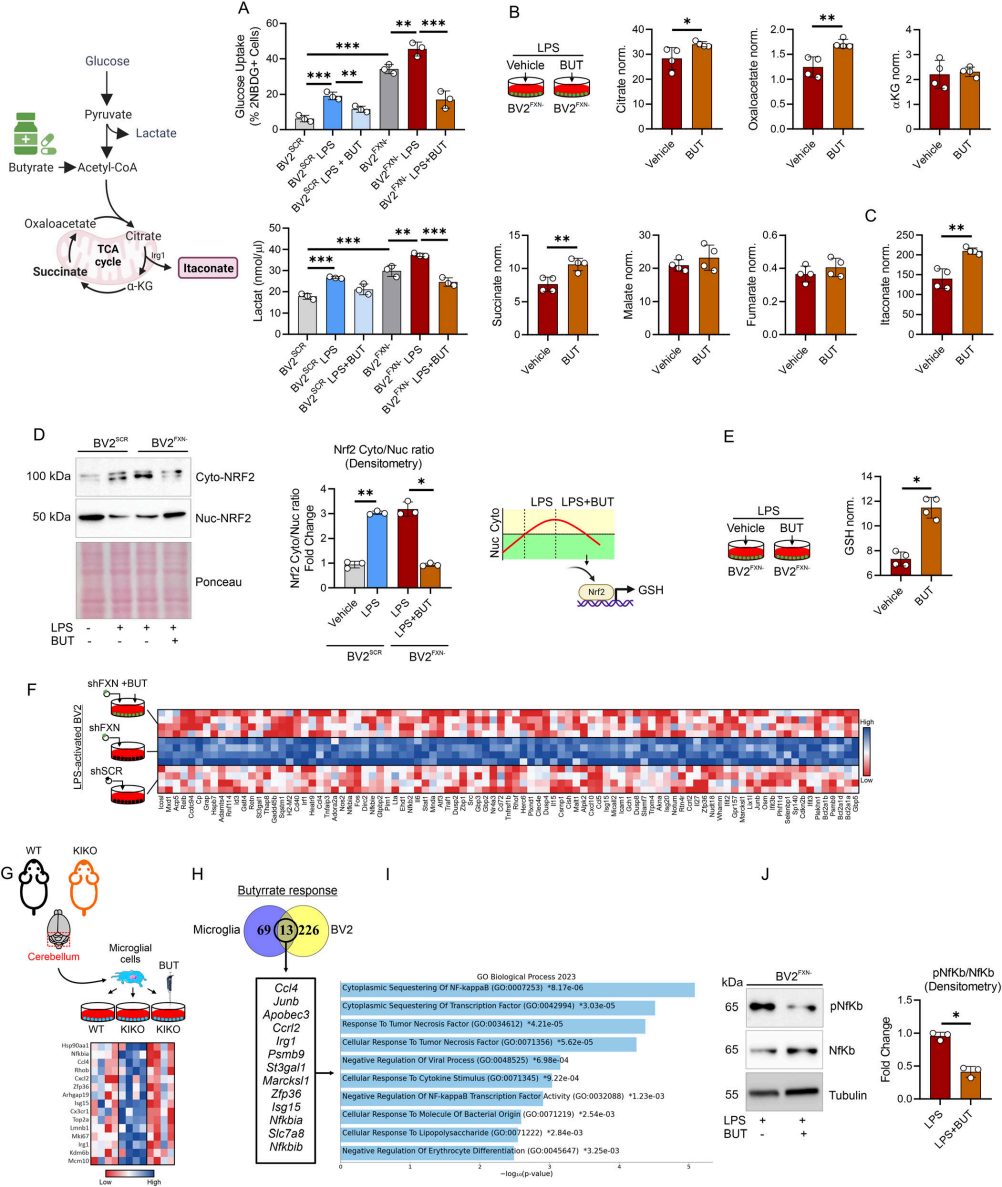
Butyrate rewires the immunometabolism of microglia with down-regulated frataxin (FXN). **(A)** BV2 cells were infected with lentiviral particles delivering Fxn or Scr sequence and glucose uptake (upper panel) and lactate production (bottom panel) were measured by flow cytometry and spectrofluorometer, respectively. LPS (500 ng/ml for 16 h) was used to activate BV2 cells. Sodium butyrate (BUT, 500 μM) was added 3 h before LPS treatment and maintained throughout the experiment. Data were reported as mean ± SD. ANOVA test **P < 0.01; ***P < 0.001. **(B, C)** BV2 cells were infected with lentiviral particles delivering Fxn sequence and metabolites tracking TCA cycle (B) and itaconate (C) were measured by LC-MS. LPS (500 ng/ml for 16 h) was used to activate BV2 cells. Sodium butyrate (BUT, 500 μM) was added 3 h before LPS treatment and maintained throughout the experiment. Data were reported as mean ± SD. *t* test *P < 0.05; **P < 0.01. **(D)** BV2 cells were infected with lentiviral particles delivering Fxn or Scr sequence and cytosolic/nuclear fractions of NRF2 were analyzed by Western blot (*left panel*). Densitometry was calculated as Cyto-NRF2/Nuc-NRF2 (*right panel*). LPS (500 ng/ml for 16 h) was used to activate BV2 cells. Sodium butyrate (BUT, 500 μM) was added 3 h before LPS treatment and maintained throughout the experiment. Ponceau staining was used as loading control. **(E)** BV2 cells were infected with lentiviral particles delivering Fxn sequence and GSH and GSSG levels were measured by LC-MS. LPS (500 ng/ml for 16 h) was used to activate BV2 cells. Sodium butyrate (BUT, 500 μM) was added 3 h before LPS treatment and maintained throughout the experiment. Data were reported as mean ± SD. *t* test *P < 0.05. **(F)** Heat map of differentially expressed genes (*P* < 0.05) in BV2 cells infected with lentiviral particles delivering Fxn or scramble (Scr) sequence. LPS (500 ng/ml for 16 h) was used to activate BV2 cells. Sodium butyrate (BUT, 500 μM) was added 3 h before LPS treatment and maintained throughout the experiment. **(G)** Heat map of differentially expressed genes (*P* < 0.05) in microglia isolated from the cerebellum of WT and knock-in knock-out mice. Sodium butyrate (BUT, 500 μM) was added to the culture medium for 16 h. **(H, I)** Venn diagram of butyrate-responsive genes in LPS-stimulated BV2 and microglia isolated from knock-in knock-out mice (H) and the functional enrichment analysis of the overlapping genes was analyzed by EnrichR (I). **(J)** BV2 cells were infected with lentiviral particles delivering Fxn sequence and pospho-active and basal forms of NfKb were analyzed by Western blot (*left panel*). Densitometry was calculated as pNfKb/NfKb (*right panel*). Tubulin was used as loading control. LPS (500 ng/ml for 16 h) was used to activate BV2 cells. Sodium butyrate (BUT, 500 μM) was added 3 h before LPS treatment and maintained throughout the experiment.

To decipher the molecular mechanism driving the protective effect of butyrate, we analyzed the transcriptomics responses to butyrate in BV2^FXN−^ (Fig 5F) and KIKO-derived microglial cells (Fig 5G), which showed a high purity as showed by positiveness to CD11b^+^ (Fig S2C). The genes that were significantly down-regulated (Log_2_FC < −1.5) by butyrate were integrated by Venn diagram (Fig 5H) and their functional enrichment analysis suggested that BUT inhibits NfkB signaling pathway in microglia with FXN deficiency (Fig 5I). Consistently, a diminished level of the phospho-active form of Nf-κb was observed in LPS-activated BV2^FXN−^ treated with BUT (Fig 5J). To demonstrate the protective effects of BUT in vivo, asymptomatic 4-mo-old KIKO mice were fed with dietary BUT for 16 wk and at the end of dietary treatment, the transcriptome of CD11b^+^ microglial cells isolated from cerebellum, was profiled. In accordance with in vitro data, KIKO-derived CD11b^+^ microglial cells showed a reduced expression level of inflammatory genes following dietary BUT treatment (Fig S2D).

### Butyrate improves the neuromotor abilities in KIKO mice

Next, we asked if the improvement of the neuroinflammatory status of BUT-treated mice was accompanied by improved neuromotor abilities. To this end, a battery of neuromotor tasks including accelerating rotarod test (Bohlen et al, 2009), pole tests (turning time and climb down time) (Que et al, 2021), and tightrope test (Miquel & Blasco, 1978) were conducted in KIKO mice at the end of dietary treatment. The rotarod test revealed lower neuromotor capacity in KIKO mice compared with the WT mice when the mice ran at maximum RPM (Fig 6A). Nicely, BUT treatment was effective in limiting KIKO falls (Fig 6A). Similar results were observed following pole test, in which KIKO mice showed a highest time to turn completely downward (Tturn) and to descend to the floor (Ttotal) than WT mice (Fig 6B). Although butyrate treatment was effective in improving Tturn (Fig 6B), no improvement was observed in Ttotal (data not shown). Restored neurobehavioral abilities were also observed at the tightrope test, in which butyrate reduced the higher walking time of KIKO than WT mice (Fig 6C). These results suggest that dietary BUT improves neuromotor abilities through neuroinflammatory limitation in FRDA mice.

**Figure 6.**
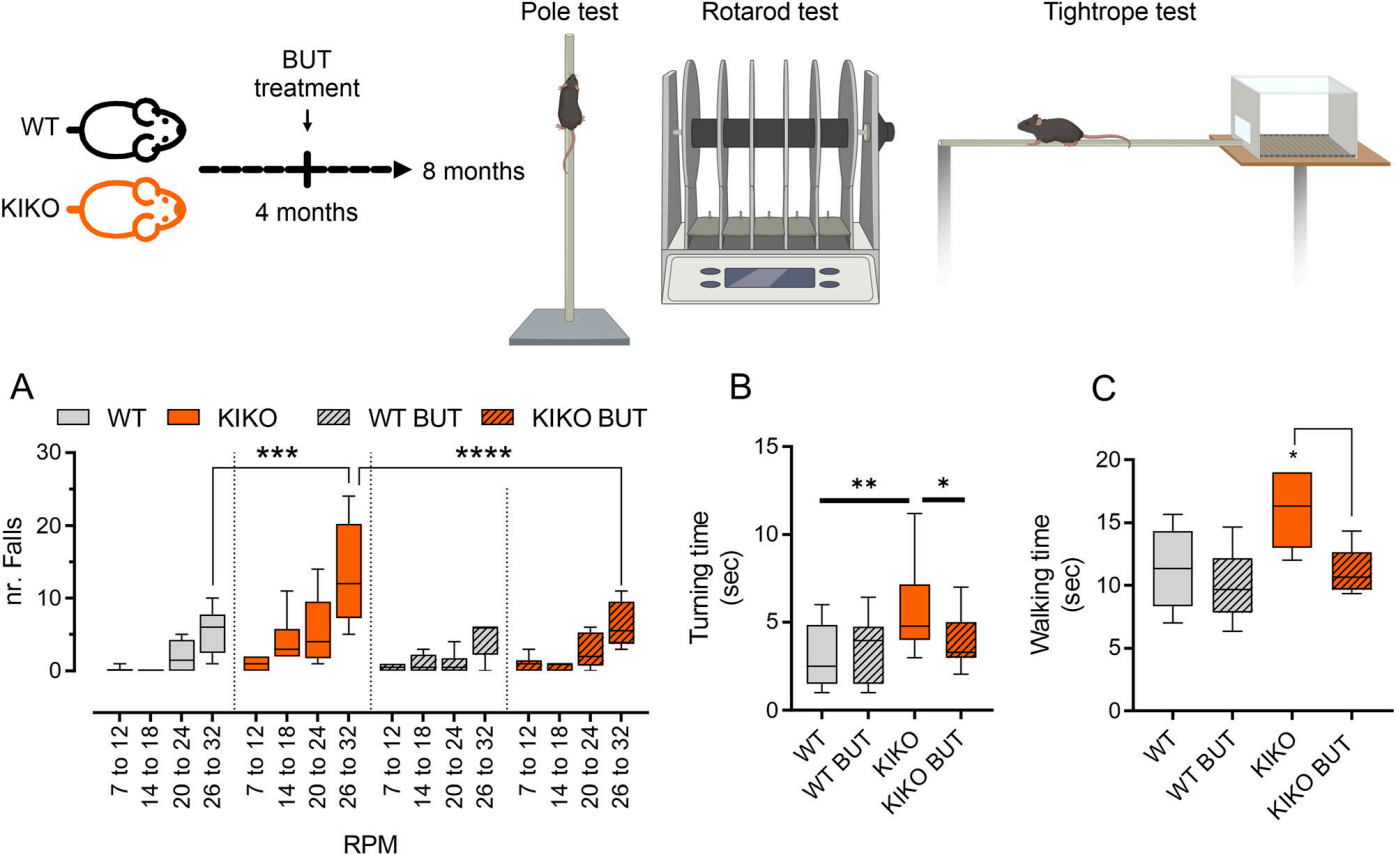
Butyrate supplementation enhances neuromotor performance in knock-in knock-out mice. Male WT and knock-in knock-out mice, aged 4 mo, were either maintained on a standard diet or supplemented with butyrate (BUT) for a duration of 16 wk, until they reached 8 mo of age. **(A)** Rotarod test performance, expressed by the number of falls, across various speeds. **(B)** Duration taken for the mice to turn during pole test atop the pole. **(C)** Time of walking during the tightrope test. Data are presented as mean ± SD. ANOVA *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001 (n = 6 mice/group).

### Hcar2 mediates the anti-inflammatory effects of butyrate

BUT interacts with several G-protein–coupled receptors including GPR109A (encoded by *Hcar2* gene), GPR43 (encoded by *Ffar2* gene) and GPR41 (encoded by *Ffar3* gene) leading to activation of anti-inflammatory signaling cascades (Parada Venegas et al, 2019; Deleu et al, 2021). According to what previously reported (Moutinho et al, 2022), our scRNAseq data revealed that, among these receptors, Hcar2 was expressed at the highest values in microglia (Fig 7A). Interestingly, the Hcar2 expression was higher in KIKO than WT mice (Fig 7B), suggesting an increased sensitivity to BUT in FRDA mice. Remarkably, Hcar2 levels were increased in primary microglia isolated from cerebellum of KIKO mice (Fig 7C), and BUT treatment was effective in restraining its up-regulation (Fig 7C). In line with these findings, BUT limited the expression levels of Hcar2 in LPS-activated BV2^FXN−^ cells (Fig 7D). To investigate if Hcar2 mediates the anti-inflammatory effects of BUT, we down-regulated Hcar2 by RNA interference in BV2^FXN−^ and the inflammatory genes expression was analyzed following LPS stimulation and BUT pretreatment. Consistent with our hypothesis, BUT was ineffective in limiting inflammatory response in Hcar2 down-regulating cells (Fig 7E).

**Figure 7.**
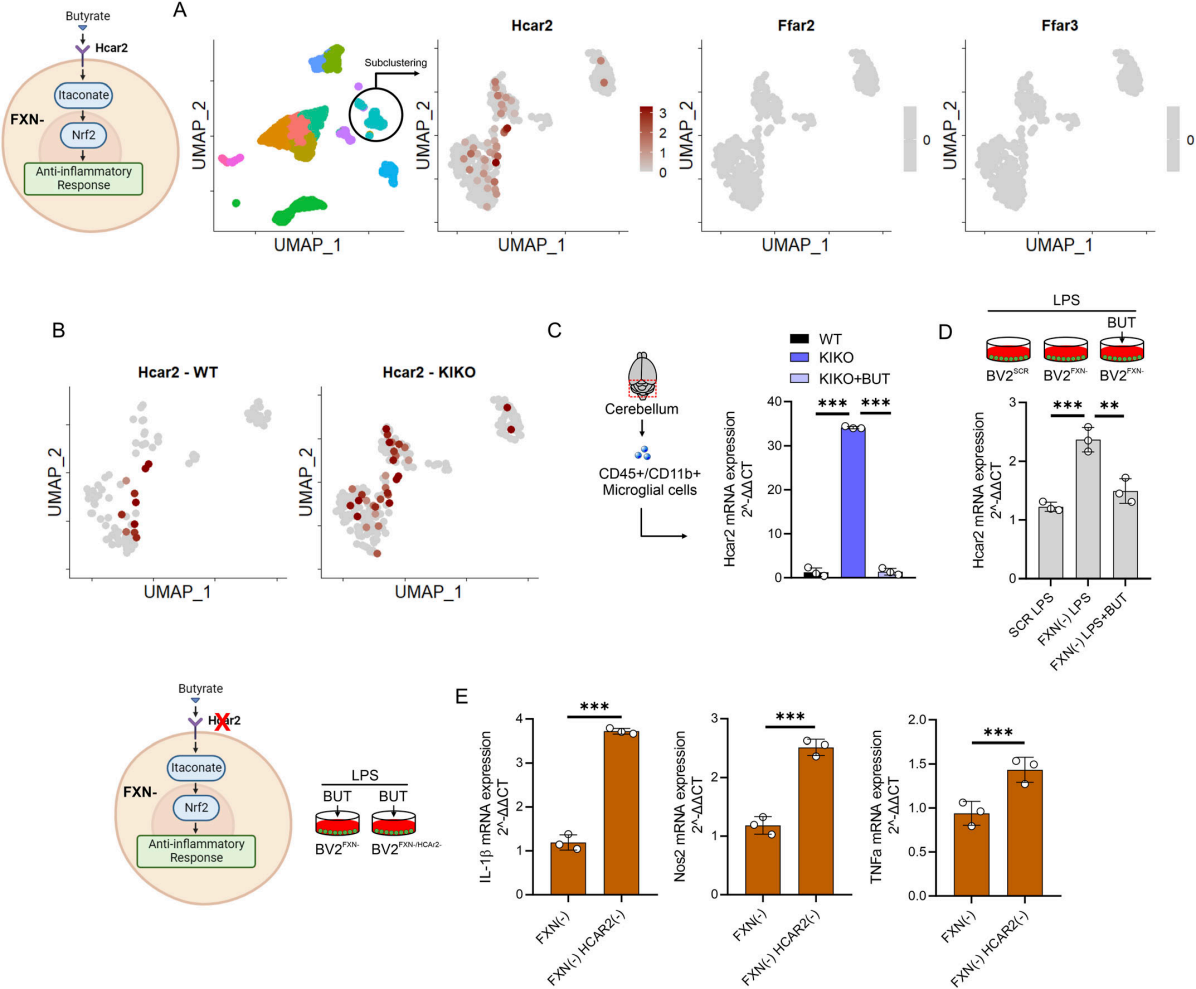
Hcar2 mediates the butyrate responses in the Friedreich’s ataxia microglia. **(A)** Cerebellar microglial cells analyzed by scRNA-seq were subclustered and Hcar2, Ffar2, and Ffar3 expression levels were analyzed (pool of n = 4 mice/group). **(B)** Hcar2 expression levels in cerebellar microglia of 6-mo-old WT and knock-in knock-out (KIKO) mice (pool of n = 4 mice/group). **(C)** Microglia were isolated from cerebellum of WT, KIKO, or KIKO mice fed with butyrate and Hcar2 expression level was measured by qPCR (n = 3 mice/group). Data were reported as mean ± SD. ANOVA test ***P < 0.00. **(D)** BV2 cells were infected with lentiviral particles delivering Fxn or Scr sequence and mRNA expression of Hcar2 was measured by qPCR. LPS (500 ng/ml for 16 h) was used to activate BV2 cells. Sodium butyrate (BUT, 500 μM) was added 3 h before LPS treatment and maintained throughout the experiment. Data were reported as mean ± SD. ANOVA test **P < 0.01; ***P < 0.001. **(E)** BV2 FXN^−^ cells were infected with lentiviral particles delivering scramble (Scr) or *Hcar2* RNAi sequence. Hcar2 expression levels and inflammatory cytokines expression level was measured by qPCR. Data were reported as mean ± SD. ANOVA test **P < 0.01; ***P < 0.001.

## Discussion

FXN deficiency caused excess microglial DNA damage and inflammation in murine model of FRDA (Shen et al, 2016). Remarkably, the transcriptional profile of PBMC isolated from FRDA patients, revealed a strong enrichment for an inflammatory innate immune response (Nachun et al, 2018). Although high inflammatory susceptibility was described in FRDA mice and human (Shen et al, 2016; Khan et al, 2022; Turchi et al, 2023), the mechanisms underlying this condition remain unexplored. Herein we demonstrated that the loss of FXN forces glycolytic catabolism promoting reactive microglia to inflammatory stimuli. FXN is a mitochondrial protein and its dysfunction causes mitochondrial failure, thus recruiting glycolysis as the main source of ATP (O’Neill et al, 2016). This is consistent with the increased glycolysis flux occurring in LPS-treated macrophages and microglial cells (Bernier et al, 2020). Krebs cycle breaks were also described in M1 macrophages and microglia, which cause an overproduction of itaconic acid (Lampropoulou et al, 2016). This mitochondrial metabolite has been shown to participate in the inflammatory response restraining IL1β production and glycolysis. Itaconate and its derivatives showed anti-inflammatory effects in preclinical models of sepsis, viral infections, psoriasis, gout, ischemia/reperfusion injury, and pulmonary fibrosis, pointing to possible itaconate-based therapeutics for a range of inflammatory diseases (Peace & O’Neill, 2022). Consistently, itaconate improved the immunometabolic profile in microglia down-regulating FXN through Nrf2-mediated mechanism, highlighting itaconate as novel therapeutical option to improve FRDA-related inflammatory symptoms. It has been reported that itaconate exerts its anti-inflammatory role by activating Nrf2 (Mills et al, 2018). Nrf2 controls the antioxidant responses counteracting the production of oxidatively damaged molecules through GSH synthesis (Mills et al, 2018). In line with this, Nrf2 is down-regulated in FRDA patients and antioxidant GSH precursors are able to counteract oxidative stress in mouse and cellular FRDA models (La Rosa et al, 2021). Although itaconate production requires aconitase activity, which is an iron–sulfur enzyme that may be affected by FXN deficiency, our findings indicate an increase in itaconate production in the KIKO mouse model. We propose several hypotheses that could explain this apparent paradox. It is possible that residual aconitase activity, albeit reduced, is sufficient to support a certain level of itaconate production. The severity of FXN deficiency’s impact on aconitase could vary, allowing for some degree of itaconate synthesis to occur. Alternatively, given the role of itaconate as an immunometabolite with anti-inflammatory properties, its increased production might reflect a cellular response to mitochondrial dysfunction and oxidative stress. This adaptive response could promote the up-regulation of itaconate synthesis as a protective mechanism.

Mounting evidence reports that gut microbiota releases immunomodulatory molecules and counteracts neuroinflammatory conditions (Sampson et al, 2016; Abdel-Haq et al, 2019; Mou et al, 2022; Richards et al, 2022). To this end, targeting gut microbiota has been proposed to alleviate neuroinflammation. Recent metagenomics profiling revealed that gut microbiota of KIKO mice shows a decrement of butyrate-producing bacteria and dietary butyrate supplementation improves adipose tissue inflammation (Turchi et al, 2023). Dietary butyrate ameliorates microglia-mediated neuroinflammation in several inflammatory mouse models (Jiang et al, 2021; Wei et al, 2023) and improves cognitive decline following neuroinflammatory neurotoxin injection (Ge et al, 2023). In accordance with these data, KIKO mice treated with butyrate show reduced neuroinflammation and improvement of neurobehavioral abilities. In microglial cells down-regulating FXN, we observed that butyrate improves the immunometabolic profile via itaconate/Nrf2/GSH pathway. Butyrate shows a strong chemical similarity to β-hydroxybutyrate, a ketone body increased in a FRDA mouse model (Dong et al, 2022). However, comparative analyses revealed that butyrate exerts higher impact in terms of induction of the mitochondrial antioxidant genes and inhibition of pro-inflammatory genes (Chriett et al, 2019). It has been suggested that the Nrf2-mediated antioxidant responses induced by butyrate are mediated by Hcar2 (also called as GPR109A) (Guo et al, 2020), which is strongly expressed by CD11b microglial cells (Moutinho et al, 2022). Activation of Hcar2 regulates microglial responses to alleviate neurodegeneration in LPS-induced in vivo and in vitro models (He et al, 2023). In line with this, Hcar2 down-regulation restrained the butyrate-mediated anti-inflammatory responses in FXN-deficient microglia.

The current study provides compelling evidence that the loss of FXN is associated with a disruption in mitochondrial activity, rendering microglial cells highly reactive to inflammatory stimuli. Furthermore, our research indicates that itaconate plays a pivotal role in mitigating this inflammatory cascade through a Nrf2-mediated mechanism. Whereas the protective properties of butyrate have been extensively documented, our study showcases its remarkable ability to ameliorate the neuroinflammatory phenotype through Hcar2-mediated itaconate/Nrf2/GSH signaling pathway. Remarkably, dietary supplementation of butyrate also demonstrated efficacy in enhancing neuromotor function in a FRDA mouse model. These findings suggest that butyrate holds significant promise as a readily accessible and safe therapeutic option for alleviating FRDA neurological symptoms.

### Limitation of the study

In our investigations involving BV2 cells, we used a single shRNA construct. Although this approach allowed us to assess FXN down-regulation, it is essential to acknowledge the potential for off-target effects associated with shRNA techniques. Thus, a notable limitation of our study lies in the absence of additional shRNA sequences to validate the observed FXN down-regulation in BV2 cells. Moreover, an important aspect hindering the comprehensive understanding of itaconate accumulation in FXN-deficient BV2 cells relates to the observed imbalance in metabolites, notably the low levels of citrate juxtaposed with elevated levels of aKG. This metabolic perturbation complicates the interpretation of itaconate accumulation dynamics. To address this challenge and enhance our understanding, future studies could use metabolic flux analysis techniques alongside the assessment of itaconate derivatives. Such approaches would provide deeper insights into the metabolic alterations underlying itaconate accumulation in FXN-deficient BV2 cells.

## Materials and Methods

### Mice and treatments

#### WT and KIKO mice

Mouse experimentation was carried out in strict accordance with established standards for the humane care of animals, following approval by the relevant local authorities, including the Institutional Animal Care and Use Committee at Tor Vergata University, and national regulatory bodies (Ministry of Health, licenses no. 324/218-PR and no. 210/202-PR). Both female and male mice were housed in controlled conditions, with a temperature of 21.0°C and a relative humidity of 55.0% ± 5.0%, all while adhering to a 12-h light/12-h dark cycle (lights on at 6:00 AM, lights off at 6:00 PM). They were provided with unrestricted access to food and water, and all experimental procedures were conducted in accordance with institutional safety protocols. The female and male KIKO mice were obtained from Jackson Laboratories (#012329), and their female and male littermate C57BL/6 counterparts (WT) were used as control subjects. During testing, the researchers were unaware of the genotypes to ensure unbiased results.

The supplementation of butyrate in male mice was performed as previously reported (Turchi et al, 2023). Sodium butyrate was incorporated into their food pellets (at a rate of 5 g per kg per day, consistent with their regular daily caloric intake) starting at 4 mo of age. This age was selected as it precedes the onset of metabolic changes and continued until the mice reached 8 mo of age, which corresponds to a 16-wk treatment period. This timeline was chosen because it coincides with the point at which mice typically begin to display metabolic alterations and weight gain. At 8 mo of age, the mice were euthanized by cervical dislocation and cerebellum was immediately processed or stored at −80°C for subsequent analysis.

### Neurobehavioral tests

Before rotarod testing, mice were trained for 1 d on the rotarod (cat. n. 47600; Ugo Basile s.r.l.) at a constant speed of 7 rpm over 1 min, repeated four times. On the day of testing, each mouse was placed on a stationary rod which was then accelerated from 7 to 32 rpm over 5 min. The latency to fall was recorded. This was performed over three trials with 60-min inter-trial intervals.

Before pole testing, mice were acclimated to a wooden pole measuring 30 cm × 1 cm. For the turning time assessment, each mouse was placed head upwards at the top of the pole. The time taken for the mouse to turn 180° downward was recorded. The descent time, from turning to reaching the base of the pole, was subsequently documented.

For tightrope test, a rope measuring 60 cm in length and 1 cm in diameter was securely stretched between two platforms. Each mouse was placed at the center of the rope, and the time taken to reach either platform was noted. This procedure was repeated over three trials with 30-min intervals between trials.

### Cells and treatments

#### Primary microglia isolation and BV2 cell line

Primary microglia from the cerebellum were isolated following a previously described method (Apolloni et al, 2013). In brief, mice at 5–6 d of age (p6) were euthanized, and the meninges were carefully removed. The cerebellum was then finely chopped and subjected to digestion using 0.01% trypsin and 10 μg/ml DNaseI. After dissociation and filtration through 70-μm filters, cells were suspended in DMEM/F-12 medium supplemented with GlutaMAX (Gibco, Invitrogen). This medium was further supplemented with 10% FBS, 100 U/ml of gentamicin, and 100 μg/ml of streptomycin/penicillin. The cells were plated at a density of 62,500 cells per cm^2^. After ∼15 d, a gentle trypsinization was performed using DMEM/F-12 without FBS (0.08% trypsin in DMEM/F-12 without FBS) for 40 min at 37°C to eliminate non-microglial cells. The resulting adherent microglial cells were then cultured in a mixture of glial cell-conditioned medium (50%) at 37°C in an atmosphere containing 5% CO_2_ for 48 h before use.

To isolate cerebella microglia by magnetic cell sorting, cerebellum homogenate as resuspended in 500 ml of magnetic bead buffer (MBB) consisting of PBS without calcium and magnesium, 0.5% wt/vol BSA, and 2 mM EDTA. The cell suspension was then filtered through a 30-mm pre-separation filter (Miltenyi) following three filter washes to remove any large particles and debris. The resulting cell suspension was then separated at 300*g* for 5 min at 4°C and resuspended in MBB along with antiCD45 magnetic beads-conjugated antibody (Miltenyi). The cell suspension was incubated for 15 min at 4°C, then diluted with 2 ml of MBB and centrifuged. The resulting cell pellet was resuspended in 500 ml of MBB, applied onto hydrated MS-columns (Miltenyi), washed three times with 500 ml of MBB, and collected with 1 ml of MBB through piston elution. CD45^+^ cells resuspended in MBB along with anti-CD11b magnetic beads-conjugated antibody (Miltenyi). The cell suspension was incubated for 15 min at 4°C, then diluted with MBB and centrifuged. The resulting cell pellet was resuspended in 500 ml of MBB, applied onto hydrated MS-columns (Miltenyi), washed three times with 500 ml of MBB, and collected with 1 ml of MBB through piston elution to obtain CD45^+^/CD11b^+^ cells.

Murine BV2 cell line (ATCC) was cultured in DMEM supplemented with 10% FBS and 1% P/S (Life Technologies) and 1% non-essential amino acids (Euroclone). All cells were maintained at 37°C in a humidified incubator containing 5% CO_2_. For gene silencing, BV2 cells were seeded 20,000 cell/well. 24 h after plating, BV2 cells were infected with 25 MOI of FXN shRNA or scramble shRNA (Origene) for a total of 500,000 viral particles/well. The Fxn mouse shRNA lentiviral particle (Locus ID 14297) was generated using the pGFP-C-shLenti vector (TR30023). To facilitate viral particle entry in the cells 2 μg/ml polybrene (Sigma-Aldrich), we added to the culture medium. BV2 cells were treated with 500 ng/ml LPS for 16 h. Sodium butyrate (BUT, 500 μM) was added 3 h before LPS treatment and maintained throughout the experiment. The sodium butyrate concentration was selected based on dose-response experiments conducted on primary adipocytes or bone marrow-derive macrophages stimulated with LPS (500 ng/ml, 16 h). These experiments demonstrated the anti-inflammatory action of the 500 mM concentration while preserving cell viability (Turchi et al, 2023).

#### Generation of cerebellar single-cell suspensions

Mouse cerebella were dissected in ice-cold PBS. Tissues from four animals were pooled and then cut into pieces smaller than 1 mm in size. These pieces were then transferred to ice-cold MACS Tissue Storage Solution (Miltenyi Biotec). For cell dissociation, the storage solution was replaced with RPMI 1640 Medium (Thermo Fisher Scientific). The tissue was pelleted and digested with 500 ml of pre-warmed Accumax (Innovative Cell Technologies) in a 1.5-ml tube at 37°C for 5 min. After digestion, the tissue pieces were dissociated by gentle trituration with a wide-bore pipet tip. The cell suspension was then filtered through a 30-mm pre-separation filter (Miltenyi) following three filter washes to remove any large particles and debris. Any remaining cell clumps unable to pass through the filter were subjected to another round of digestion and filtering to maximize the yield of single cells. The cell suspension was collected into 1.5 ml of ice-cold Resuspension Buffer (Lebovitz L15 medium with 2% FBS, 25 mM HEPES, 2 mM EDTA). After dissociation, cells were stained with Trypan blue, counted, and cryopreserved in 90% FBS/10% DMSO freezing medium. Single-cell suspensions with more than 85% viability were then used to generate single-cell cDNA libraries.

#### Single-cell RNA sequencing

Single-cell suspensions were prepared for scRNA-seq immediately after thawing, using the Chromium Single-Cell Reagent Kit from 10x Genomics, following the manufacturer’s protocol. After cell capture and lysis, cDNA was synthesized for each group of captured cells and underwent 12 cycles of amplification. The amplified cDNA from each channel of the Chromium system was used to construct an Illumina sequencing library, which was sequenced using the NovaSeq 6000, resulting in ∼300 million reads per library with a 2 × 50 read length. Raw reads were aligned to the *Mus musculus* (mm10) reference genome, and cells were identified using CellRanger count v.7.1.0. Individual samples were combined to create a merged digital expression matrix. The barcodes, features, and matrix files generated by the CellRanger software were used as input for the R program Seurat v4.4.0 (Satija et al, 2015). KIKO sample: the raw data returned 32,285 genes (features) and 3,353 cells (barcodes), after the quality control and filtering steps were retained only cells with more than 500 features, gene counts greater than 1,000, and mitochondrial content less than 10%. Outliers, defined as cells with more than 10,000 features and counts exceeding 20,000, were removed, resulting in a final subset composed of 2,358 cells. WT sample: 2,854 cells were filtered by the same approach used for the KIKO sample, resulting in a final WT subset composed of 2,442 cells.

Expression levels were normalized using logarithmic transformation. The most variable genes (2,000 features) were selected, and their expressions were scaled across all cells. The dimensionality of the dataset was assessed through Principal Component Analysis, and the first 20 principal components were used to create a UMAP reduction. Clustering was performed with a resolution parameter set to 0.5. DEGs within each cluster were identified using the Wilcoxon rank sum test. Enrichment analysis was carried out using ClusterProfileR v4.4.4, PMID: 22455463, which identified the top-5 activated and top-5 suppressed Gene Ontology Biological Processes terms using the gseGO function. Subsequently, the Microglia cluster was isolated from the main dataset and subjected to full reprocessing. Single-cell plots were generated using the GGPlot2 package v3.4.4.

### Bulk RNA sequencing

Total RNAs were extracted from cells and tissues using the MiniPrep kit from ZYMO RESEARCH, in adherence to the manufacturer’s instructions. The quantification of total RNA was performed using the Qubit 4.0 Fluorimetric Assay from Thermo Fisher Scientific. Libraries were constructed from 50 ng of total RNA through the NEGEDIA Digital mRNA-seq research grade sequencing service provided by Next Generation Diagnostic srl. This service encompassed library preparation, quality assessment, and sequencing on an Illumina NovaSeq 6000 system using a single-end, 75-cycle strategy. The raw data underwent analysis with FastQC v0.12.0 and were subsequently subjected to quality filtering and trimming by Trimmomatic v0.39 (Bolger et al, 2014), using a Q30 threshold for both leading and trailing ends, with a minimum length of 15 nucleotides. The resultant reads were aligned to the reference genome (mm10) using HISAT2 v2.2.1 (Kim et al, 2019). Quantification of gene expression was accomplished using the featureCounts tool (Liao et al, 2014). Subsequently, the DESeq2 package v1.40.2 (Love et al, 2014) was used to calculate DEGs and normalize the expression count matrix. Functional enrichment analysis was carried out using EnrichR or FunRich 3.0 with the Biological Processes Gene Ontology (GO) database.

### Immunophenotyping by flow cytometry

Cerebellum was immunophenotyped by high dimensional flow cytometry using a panel containing markers to identify cell types and to assess activation states. The use of these markers allowed us to exclude all cells of no interest based on physical parameters (side and forward scatter) and to gate on specific cells of interest. In particular, cerebellum of WT and KIKO mice was dissociated to single-cell suspension using adult brain dissociation kit from MACS Technology and using GentleMACS (Miltenyi Biotec), according to the manufacturer’s protocol. Cells were first gated on CD45^+^ cells and then on CD45^low^CD11b^+^ to identify microglial cells and to exclude infiltrated macrophages (CD45^high^CD11b^+^) and non-myeloid leukocytes (CD45^high^CD11b^low^). Microglia were further stained for the expression of M1 (anti-CD86 and anti-MHC-II) or M2 (anti-CD206 and anti-Trem2) markers. Samples were acquired on a 13-color Cytoflex (Beckman Coulter) and for each analysis, at least 0.5 × 10^6^ live cells were acquired by gating on aqua Live/Dead negative cells (Sciarretta et al, 2023).

### Sholl analysis

Confocal assay analysis was performed using the ImageJ tool (v1.54f). From each scan, two layers combining nuclei (cyan channel) and microglia (blue) were selected and merged. Next, the microglia channel was analyzed after a grey-scale conversion. A total of 10 cells per sample were selected for further analysis, among these four cells per sample were selected for visualization purposes. Each microglia cell was studied by the ImageJ plugin “Neuroanatomy”: more in detail, the “Simple Neurite Tracker” (SNT—v4.2.1) was used to analyze microglia cell structures. The original scan images were cropped to study single microglia cells. Each resulting image was segmented and simplified by the “skeletonize” function. The major branches of each selected cell were measured by the SNT tool. The main ramifications were also evaluated. For each cell studied, each major branch and/or ramification was measured, then the mean length of every branch was calculated and subsequently the total branch length of every cell was summed and averaged across the same sample cells. Then, the occupancy radius of each microglia cell was calculated using the Sholl tool of the Neuroanatomy plugin. The resulting data were analyzed and plotted by GraphPad Prism (v9.1.0).

### Targeted metabolomics

All data were acquired on a Triple Quad API3500 (AB Sciex) with an HPLC system ExionLC AC System (AB Sciex). For targeted metabolomic analysis, cells were extracted using tissue lyser for 30 s at maximum speed in 250 μl of ice-cold methanol: water: acetonitrile (55:25:20) containing [U-^13^C_6_]-glucose 1 ng/μl and [U-^13^C_5_]-glutamine 1 ng/μl as internal standards (Merk Life Science). Lysates were spun at 15,000*g* for 15 min at 4°C, dried under N_2_ flow at 40°C, and resuspended in 125 μl of ice-cold methanol/water 70:30 for subsequent analyses. Amino acids analysis was performed through the previous derivatization. Briefly, 50 μl of 5% phenyl isothiocyanate in 31.5% ethanol and 31.5% pyridine in water were added to 10 μl of each sample. Mixtures were then incubated with phenyl isothiocyanate solution for 20 min at RT, dried under N2 flow, and suspended in 100 μl of 5 mM ammonium acetate in methanol/H_2_O 1:1. Quantification of different amino acids was performed by using a C18 column (Biocrates) maintained at 50°C. The mobile phases were phase A: 0.2% formic acid in water and phase B: 0.2% formic acid in acetonitrile. The gradient was T_0_: 100% A, T_5.5_: 5% A, and T_7_: 100% A with a flow rate of 500 μl/min. Measurement of energy metabolites and cofactors was performed by using a cyano-phase LUNA column (50 mm × 4.6 mm, 5 μm; Phenomenex), maintained at 53°C, by a 5-min run in negative ion mode. The mobile phase A was water, whereas phase B was 2 mM ammonium acetate in MeOH, and the gradient was 50% A and 50% B for the whole analysis, with a flow rate of 500 μl/min. Acylcarnitines quantification was performed using a ZORBAX SB-CN 2.1 × 150 mm, 5 μm column (Agilent). Samples were analyzed by a 10-min run in positive ion mode. The mobile phases were phase A: 0.2% formic acid in water and phase B: 0.2% formic acid in acetonitrile. The gradient was T_0_: 100% A, T_5.5_: 5% A, and T_7_: 100% A with a flow rate of 350 μl/min. All metabolites analyzed were previously validated by pure standards, and internal standards were used to check instrument sensitivity. MultiQuant software (version 3.0.3; AB Sciex) was used for data analysis and peak review of chromatograms. Data were normalized on the median of the areas and then used to perform the statistical analysis.

### Lactate production and glucose uptake

Extracellular lactate levels were assessed in the culture medium via an enzyme-based spectrophotometric assay. The procedure involved the collection of cell media, followed by treatment with a 1:2 (vol/vol) solution of 30% trichloroacetic acid to precipitate proteins. Afterward, the resulting mixture was subjected to centrifugation at 14,000*g* for 20 min at 4°C, and the supernatant was carefully collected. Subsequently, the collected supernatant was incubated for 30 min at 37°C with a reaction buffer containing glycine, hydrazine, NAD+, and LDH (lactate dehydrogenase) enzyme. This incubation allowed for the conversion of lactate to pyruvate, while simultaneously reducing NAD+ to NADH. The concentration of NADH, which is stoichiometrically equivalent to the amount of lactate, was then determined at 340 nm using a spectrophotometer.

To monitor glucose uptake, 2-NBDG probes were used according to manufactures protocols. Flow cytometry analyses were performed by 13-color Cytoflex (Beckman Coulter) and the percentage of 2-NBDG–positive cells was calculated by FlowJo software.

### Quantitative PCR (qPCR)

The total RNA was isolated using TRI Reagent (Sigma-Aldrich). Subsequently, 3 mg of RNA was reverse-transcribed with M-MLV (Promega). qPCR was performed in triplicate, using validated qPCR primers confirmed via BLAST searches. The Applied Biosystems Power SYBR Green Master Mix was used, along with the QuantStudio3 Real-Time PCR System (Thermo Fisher Scientific). mRNA levels were normalized to actin mRNA, and the relative mRNA levels were determined using the 2^−ΔΔCt^ method. The primers used for reverse transcription quantitative PCR (RT-qPCR) are as follows:

Fxn:

Forward: 5′-TCTCTTTTGGGGATGGCGTG-3′

Reverse: 5′-GCTTGTTTGGGGTCTGCTTG-3′

Il1b:

Forward: 5′-TGCACCTTTTGACAGTGATG-3′

Reverse: 5′-AAGGTCCACGGGAAAGACAC-3′

Il6:

Forward: 5′-GGATACCACTCCCAACAGA-3'

Reverse: 5′-GCCATTGCACAACTCTTTTCTCA-3'

Rpl8:

Forward: 5′-GGAGCGACACGGCTACATTA-3’

Reverse: 5′-CCGATATTCAGCTGGGCCTT-3’

Nos2:

Forward: 5′-GCCTTCAACACCAAGGTTGTC-3′

Reverse: 5′-ACCACCAGCAGTAGTTGCTC-3′

Hcar2:

Forward: 5′-GAGCAGTTTTGGTTGCGAGG-3′

Reverse: 5′-GGGTGCATCTGGGACTCAAA-3′

Irg1:

Forward: 5′-GCAACATGATGCTCAAGTC-3′

Reverse: 5′-TGCTCCTCCGAATGATACCA-3′

Tnfa:

Forward: 5′-ATGGCCTCCTCATCAGTTC-3′

Reverse: 5′-TTGGTTTGCTACGACGTG-3′

### Immunoblotting

Tissues or cells were lysed in RIPA buffer containing 50 mM Tris–HCl (pH 8.0), 150 mM NaCl, 12 mM deoxycholic acid, 0.5% Nonidet P-40, as well as protease and phosphatase inhibitors. Next, 5 mg of proteins were loaded onto an SDS–PAGE gel and subjected to Western blotting. Nitrocellulose membranes were subsequently incubated with primary antibodies at a 1:1,000 dilution. Following this, the membranes were incubated with the appropriate horseradish peroxidase-conjugated secondary antibodies. Immunoreactive bands were detected using a FluorChem FC3 System (Protein-Simple) after the membranes were incubated with ECL Prime Western blotting Reagent (GE Healthcare). Densitometric analysis of the immunoreactive bands was performed using the FluorChem FC3 analysis software. The antibodies used for immunoblotting as are follows: NRF2 (cod.: SAB4501984; Sigma-Aldrich); pNfKb (cod.:; #30335; Cell Signalling); NfKb (cod.: #4764; Cell Signalling); Tubulin (cod.: 10094-1-AP; Proteintech).

### Statistical analysis

The data were presented as the mean ± SD. The specific number of replicates for each dataset is provided in the corresponding figure legend. To evaluate the statistical significance between two groups, a two-tailed unpaired *t* test was conducted. For comparisons involving three or more groups, an ANOVA was performed, followed by either Dunnett’s test (for comparisons relative to controls) or Tukey’s test (for multiple comparisons among groups). These statistical analyses were carried out using GraphPad Prism 9 (GraphPad Software Inc.). In all instances, a significance threshold of *P* < 0.05 was set.

## Supplementary Material

Reviewer comments

## Data Availability

All raw data that support the findings of this study are available from the lead contact upon reasonable request. scRNA-seq and bulk RNA-seq datasets produced in this study are available from gene expression omnibus (GEO) with accession number GSE261655.

How the deposited data were processed for this re-analysis (not part of the article)

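The bulk RNA sequencing data compare the cerebellum of WT and KIKO mice. The paper describes CD45+/CD11b+ cells sorted from the cerebellum of 6-mo-old mice with 4 mice per group, and the samples were mapped to that experiment (Fig 2C-E) by the genotype and number in their labels. The labels give neither the age, the sex nor the sorting. The paper also describes mice on a butyrate diet, which were male, whereas all 5 libraries had counts of *Xist* and 0 counts of 4 Y-linked genes. Columns were matched to samples by name, for WT replicates 1 and 2 and KIKO replicates 1, 2 and 3. A WT replicate 3 was not analysed here. Each table holds 2 further columns of per-sample values, named for KIKO with butyrate, that match no sample label. They were not used. Their names leave open whether the WT and KIKO libraries belong to the butyrate diet experiment instead, against which only the sex speaks. The design written before the data were examined assumed 3 WT samples, so the comparison became 2 against 3.

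The authors trimmed the reads with Trimmomatic, aligned them to mm10 with HISAT2 and counted reads per gene with featureCounts. The paper's text does not name the gene annotation, the strand setting or the handling of reads that map to several places. The authors deposited whole-number counts per gene, without normalization. They also deposited log2 values, which equal log2(count / size factor + 1), with a DESeq2 size factor per library between 0.8772 and 1.19. This formula returned the count within 0.01 for 100% of the values.

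Gene names came from GENCODE M21 on GRCm38, the build called mm10, and were found for 30934 of the 31053 gene identifiers (99.6%). The counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes were kept by filterByExpr (a minimum count of 10 and a minimum total of 15), which left 10889 genes holding between 98.6% and 98.94% of the counts of each library. Libraries were scaled by TMM, with factors between 0.9712 and 1.057, and KIKO and WT were compared by the quasi-likelihood test (glmQLFit and glmQLFTest), two-sided, with Benjamini-Hochberg adjustment. Genes were counted at the paper's thresholds, a log2 fold change above 0.75 in size and an unadjusted p under 0.05, and at an adjusted p under 0.05. Normalized CPM are the counts divided by the TMM-scaled library size.

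The paper used EnrichR or FunRich with the GO database, which was not used here. In its place, 11 gene lists were written by hand before the data were examined. All members of a list were tested with camera (limma 3.58.1), with an inter-gene correlation of 0.01 and adjustment over the 11 lists. For 7 lists, the members among the 200 genes with the smallest p in the direction of the paper's Fig 2D or E were counted and tested by one-sided Fisher's exact tests against all genes tested, with adjustment over the 7 tests.

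The genes named were chosen by a rule written before the data were examined: the genes the paper names for microglia, with full statistics only where they passed the thresholds; the 5 genes with the smallest p in each direction among those past the thresholds whose groups did not overlap; from each list, up to 5 members past the thresholds in the paper's direction, or up to 3 where the paper gives none; and markers of cerebellar cell types. Of the 36 genes the paper names, 31 could be tested and 0 passed the thresholds. Some results are not reported here.

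The libraries held between 1013107 and 1351339 counts, a median of 1241997. A signal of 3 counts corresponded to a CPM between 2.22 and 2.96, which covers counting error only, since reads of polymerase chain reaction products are not independent molecules.

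The replicate numbers come from the sample labels, and nothing else pairs the mice. The deviations of 2 WT libraries mirror each other, so their correlations with the KIKO libraries do not settle whether the numbers pair the mice. Results are also given with the replicate number as a block, a model that leaves 1 residual degree of freedom because KIKO replicate 3 has no partner. That library therefore adds nothing to the genotype difference in this model, which is not separate from leaving it out. Other alternatives set before the data were examined were DESeq2 1.42.0 with and without its prior on fold changes (the paper used DESeq2 as well, on the same unit of counts), edgeR with RLE factors, library size alone, a looser and a stricter filter, leaving out each library, limma with trend on the authors' normalized log2 values, the likelihood ratio test, an estimated inter-gene correlation, Reactome sets from fgsea 1.28.0, and a ranking by fold change. Sample quality weights (limma voom), and an estimated inter-gene correlation under these weights and without KIKO replicate 2, were added after seeing the data.

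The test was tested on simulated data with the means, library sizes and common dispersion of the real libraries. Of 200 changed genes, 39 were called at an adjusted p under 0.05, together with 1 unchanged gene, among 10446 genes tested. At the paper's thresholds, 117 of the 200 passed, together with 512 unchanged genes, more than the 131 genes that passed in the real libraries. At a dispersion of 0.0549, 119 of 200 were called, with 3 unchanged genes. A list of 75 genes shifted by 0.5 on the log2 scale was called by camera with an adjusted p = 1e-08, and 0 of the 10 other lists were. Simulated genes were drawn independently, with the same dispersion in every gene and library. These data therefore held neither correlation between genes nor a library that stands apart. They do not show how often camera calls a list in the real libraries.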

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

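The test of the cell type markers between the genotypes was chosen before its result was seen, but the comparison of *Ttr* with the microglial markers was chosen only after its level was seen.

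*Ttr*, a marker of the choroid plexus, had a median of 10480 normalized CPM (6550 to 13950). In all 5 libraries, it was above each of 11 microglial markers. The paper discusses these libraries as macrophages/microglia and reports no signal of other cells in them. RNA from other cells of the cerebellum is a candidate source, either carried along in the sorting or because the libraries were made from the tissue, which is the source the labels name. These were not told apart. With each library left out in turn, the mean level of *Ttr* was between 9097 and 10950 normalized CPM.

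Differences in the mixture of cells between the genotypes were tested with the markers of 12 cell types by camera. The markers of Purkinje neurons (4 genes) were higher in KIKO by 0.71 on the log2 scale, with the smallest adjusted p = 0.0138, and those of monocytes and neutrophils (2 genes) by 1.39 (adjusted p = 0.0378). With the inter-gene correlation estimated from the data, the adjusted p of both was 0.49. In the opposite direction, the choroid plexus markers (4 genes, *Ttr* among them) were lower in KIKO by −0.48 (adjusted p = 0.0787). With the correlation estimated, their adjusted p was 0.49 as well. By the criterion first written, the value of 0.0138 alone would have counted in favour of a difference in the mixture, and the reading below was settled after that value was seen. The WT and KIKO libraries did not overlap in the markers of monocytes and neutrophils, of astrocytes (adjusted p = 0.074) and of fibroblasts (adjusted p = 0.207), where chance gives 20% of lists, and they overlapped in the other lists, that of Purkinje neurons included. Of the marker genes, 1 of the 59 marker genes was among the 131 genes past the thresholds. A difference in the mixture of cells could therefore not be told apart from a difference within cells, and no biological explanation was tested for the level of *Ttr*.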

How the results depend on the processing

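Sample quality weights, which gave KIKO replicate 2 a weight of 0.163 and the other libraries weights from 1.189 to 2.278, were chosen after the results were seen, as were the tests with an estimated inter-gene correlation under these weights and without KIKO replicate 2.

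The number of genes past the paper's thresholds was within 1.5 times 131 with DESeq2's Wald test (136), RLE factors (131), library size alone (137), at least 10 counts in every sample (111) and limma with trend (126). It was 73 (48 higher, 25 lower) with DESeq2's prior on fold changes, 383 (256 higher, 127 lower) with all genes of at least 1 count, 271 (109 higher, 162 lower) with the replicate block, 211 (128 higher, 83 lower) with the likelihood ratio test and 519 (203 higher, 316 lower) with sample quality weights. The share of higher genes was 59.5% with TMM, 68.6% with library size alone and 70.6% with DESeq2. Across the 3 fits that each left out one KIKO library, it ranged from 111 to 669 genes, with 69 to 305 higher and 39 to 364 lower. The highest values were those without KIKO replicate 2, which shared 100 genes with the 131. Without either WT library, 1 library was left in that group and no test was made.

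The number of genes with an adjusted p under 0.05 ranged from 0 to 5 in these 3 fits. Without KIKO replicate 2, 852 genes had an unadjusted p under 0.05 and the 5 genes were *Bc1*, *Agfg2*, *Flywch1*, *Uchl1* and *Lrrc17*. With all genes of at least 1 count, 1 gene passed, *Sptssb*, with 78 counts in KIKO replicate 2 and at most 1 in each other library. In the other fits it was 0, beside 131 genes with an unadjusted p under 0.05 in the model reported. The cause of these changes was not tested beyond the checks of KIKO replicate 2 given under the other observations.

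Several gene lists changed the sign of their difference from the other genes. With the replicate block, it was 0.049 for fatty acid biosynthesis, 0.036 for triglyceride metabolism, 0.015 for response to LPS, 0.072 for response to IL1, 0.077 for response to TNF, 0.00049 for innate immune response, 0.12 for fatty acid oxidation and 0.030 for glycolysis. With all genes of at least 1 count, it was 0.0059 for fatty acid biosynthesis and −0.058 for response to fatty acid. With at least 10 counts in every sample, it was 0.0070 for fatty acid biosynthesis and 0.073 for fatty acid oxidation. With limma with trend, it was 0.0058 for fatty acid biosynthesis, 0.022 for fatty acid oxidation and 0.012 for glycolysis. The nearest Reactome set for response to TNF, of 7 genes, gave 0.30. In none of these was an adjusted p under 0.05. In the model with the replicate block, KIKO replicate 3 adds nothing to the genotype difference. Leaving that library out changed the sign of 7 lists, the 8 given for the block except glycolysis. Beyond this, the cause was not tested.

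With sample quality weights, the lists that changed sign without passing the threshold went to −0.17 for response to fatty acid, −0.0030 for oxidative phosphorylation and 0.034 for glycolysis. The lists of response to LPS (−0.29), IL1 (−0.29) and TNF (−0.19) and of innate immune response (−0.33) were then lower in KIKO with adjusted p = 0.000119, 0.00129, 0.0142 and 0.000119, and the microglial homeostatic markers (−0.30) with adjusted p = 0.00317, at the fixed inter-gene correlation of 0.01. With the correlation estimated, these 5 lists had adjusted p from 0.619 to 0.629 under the weights and from 0.624 to 0.678 without KIKO replicate 2. In the latter test, response to fatty acid (−0.11), oxidative phosphorylation (−0.025), glycolysis (0.036) and the homeostatic markers (−0.33) had the opposite sign to that over all 5 libraries. Over all alternatives with a test, the adjusted p ranged from 2.18e-05 to 0.98 for response to LPS, from 0.000131 to 0.98 for IL1, from 0.00367 to 0.98 for TNF, from 5.44e-05 to 0.999 for innate immune response and from 0.000403 to 0.98 for the homeostatic markers.

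Across the 5 fits that each left out one library, the difference ranged from −0.067 to 0.12 for fatty acid biosynthesis, from −0.18 to 0.050 for triglyceride metabolism, from −0.22 to 0.22 for response to fatty acid, from −0.31 to 0.016 for response to LPS, from −0.32 to 0.053 for response to IL1, from −0.22 to 0.050 for response to TNF and from −0.31 to 0.16 for innate immune response. It ranged from −0.057 to 0.18 for oxidative phosphorylation, from −0.26 to 0.095 for fatty acid oxidation, from −0.12 to 0.036 for glycolysis and from −0.33 to 0.33 for the homeostatic markers. An adjusted p under 0.05 was reached only without KIKO replicate 2 and at the fixed correlation, by the 4 inflammatory lists and the homeostatic markers.

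The number of list members among the 200 genes with the smallest p had no adjusted p under 0.05 in any of 84 comparisons with the alternatives, with adjusted p from 0.143 to 1. Among the single genes, *Acod1* changed from 0.34 to −0.27 with sample quality weights, *Cd86* from −0.20 to 0.091 with the replicate block, and *Il1b* from 0.22 to −0.011 with limma with trend and −0.50 with sample quality weights. Across the fits that left out one library, they ranged from −0.28 to 0.72, from −0.52 to 0.18 and from −0.58 to 0.56. Of the other values for single genes, 18 were weaker and 4 moved by more than the spread between replicates. With at least 10 counts in every sample, 10 of the named genes had no value, *Timm10*, *Ppp1r1a* and *Glb1l* among them. The lists of response to fatty acid and of homeostatic markers have no Reactome counterpart here. The depth limits the 21 genes with no more than 3 counts in every library of one genotype, whose fold changes are lower bounds.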

Differences from the paper's values

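The comparison with the scale of Fig 2C was chosen after the result was seen.

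The paper gives 1275 differentially expressed genes, and 131 genes passed the same thresholds here. None of the alternatives set before the data were examined closed the gap, and none could add libraries. The nearest was 669 genes without KIKO replicate 2, a ratio of 1.91, and DESeq2's Wald test gave 136.

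The largest −log10 p of the paper is about 8.9 in Fig 2C, read by eye, and it was 2.4 here. Without KIKO replicate 2 it was 6.09, within 1.5 times the paper's value. The other alternatives set before the data were examined gave between 2.2 and 5.54.

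The paper lists fatty acid terms among the top 200 lower genes (Fig 2D) and terms of the response to LPS, IL1 and TNFa among the top 200 higher genes (Fig 2E). Here, the hand-written lists held between 0 and 2 of the 200 genes, with adjusted p from 0.914 to 1 in one-sided Fisher's exact tests. No alternative gave an adjusted p under 0.143.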

Other observations

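The tests of KIKO replicate 2 and of the inflammatory lists without it, and the choice of the single genes given below, were made only after the results were seen.

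Splits of the 5 libraries into 2 and 3 that ignore genotype were fitted in the same way. Of the 4 splits that part both same-numbered pairs, 3 gave at least as many genes past the thresholds as the real one, which is counted among them (72 to 481 genes). Each of the 4 splits had 0 genes with an adjusted p under 0.05, beside 72 to 481 with an unadjusted p under 0.05, and the real count of 0 leaves nothing to compare. This design cannot give a share under 0.25. The 6 other splits, which keep at least 1 same-numbered pair together, gave from 50 to 1679 genes. The most, 1679, came from the libraries numbered 2 against the rest, more than from the genotypes.

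KIKO replicate 2 stood apart from the other libraries. It had 0 counts in 27 genes with at least 30 counts in each other library, while no other library had such a gene. *Malat1* had 990 counts in it and between 25476 and 38447 in the others, *Syne1* 89 against 3206 to 4346, and *Gm42418* took 0.344% of its counts (95% exact Clopper-Pearson interval 0.334 to 0.354) against 4.03% to 8.47%. Depth was not lower, at 1.07 times the median of the other libraries. Without the 10 genes with most counts, its highest correlation across genes with another library was 0.743, but leaving out so few genes could not have moved it much, so this did not test whether a few genes took most of the counts. The 10 genes with most counts in each library itself held 13.8% of the counts in KIKO replicate 2 and from 17.6% to 18.8% in the others. GC content and transcript length accounted for 4.76% of the variance of its deviations over 10885 genes. Markers of the same cell type deviated in opposite directions, with a spread within cell types 1.87 times the widest of the other libraries, so that another mixture of cells alone did not account for it. A batch shared by the libraries numbered 2 remains possible, since the deviations of WT replicate 2 and KIKO replicate 2 correlated across genes with r = 0.239, a value tied by the centring within groups to those of the other libraries. The highest correlation of KIKO replicate 2 with another library, 0.747, was with WT replicate 2, and mitochondrial genes held 7.63% and 8.77% of the counts of WT replicate 2 and KIKO replicate 2, against 3.8% to 4.32% in the others. Less nuclear RNA is another candidate explanation, as 7 of 10 nuclear long noncoding RNAs were lower in it than in each other library, but *Neat1*, *Miat* and *Tug1* were higher in it than in each other library, and that list was written after *Malat1* and *Xist* had been seen to be low. With a single library, none of these could be told apart from a biological difference of that mouse.

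A difference in sex between the groups was not seen. *Xist* was counted in each library (840 to 2856 counts), and 0 libraries had a count of the Y-linked genes *Ddx3y*, *Kdm5d*, *Uty* and *Eif2s3y*. The paper's methods describe mice of both sexes, and its mice on the butyrate diet were male (Fig S2D), whereas these counts are those of female mice. Library sizes did not separate the genotypes, since 2 of the 3 KIKO libraries lay within the range of the WT libraries.

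As a list, the immediate-early genes, which can respond to cell isolation, did not separate the genotypes over all 5 libraries. Their difference from the other genes was −0.095 (camera, 12 genes, adjusted p = 0.338 over 8 lists). *Fosb* alone among them passed the thresholds, lower in KIKO mice (log2 fold change −1.01, unadjusted p = 0.0187 in edgeR's test). As the inflammatory lists were not higher in KIKO mice either, an effect of isolation on them could not be tested there. Without KIKO replicate 2, the immediate-early genes were lower in KIKO by −0.66 (camera at the fixed inter-gene correlation, unadjusted p of 6.1e-11). This difference was larger in size than those of the inflammatory lists, but it was not tested with the correlation estimated. The response to LPS list without its immediate-early members was lower as well (camera at the fixed inter-gene correlation, unadjusted p of 9.38e-06), but only 3 of 91 genes were taken out, so this could not rule out a response to isolation. The 11 microglial markers were lower as well, with a difference of −0.339, about that of the inflammatory lists. With the correlation estimated, none of the inflammatory lists had an adjusted p under 0.624 in these 4 libraries, so their difference may not exceed the spread between replicates. If it does, less microglial RNA in the KIKO libraries is a candidate explanation, found and tested on the same data, which could not be told apart from a response to isolation or a change within microglia.

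Of the 36 genes that the paper names, 31 could be tested: 21 were higher and 10 lower in KIKO mice, with log2 fold changes from −1.70 to 1.08 and a smallest unadjusted p of 0.1, and 0 passed the thresholds. The log2 fold change was 1.08 for *Hcar2*, 0.34 for *Acod1*, −0.20 for *Cd86*, −1.70 for *Il6*, 0.22 for *Il1b* and 0.17 for *Tnf*. *Gas6*, among the microglial homeostatic markers, passed the thresholds with a log2 fold change of −1.18 (standard error 0.46, adjusted p = 1 in edgeR's test), and its exons overlap those of *Tmem255b*. It no longer passed with the replicate block, without KIKO replicate 1, without KIKO replicate 3 or with DESeq2's prior on fold changes. The list members past the thresholds against the direction of Fig 2D and E were *Gk* (1.81), *Gbp2* (−2.05) and *Ets1* (−1.28), together with *Gas6*.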
